# Sirt6 deficiency promotes senescence and age-associated intervertebral disc degeneration in mice

**DOI:** 10.1038/s41413-025-00422-3

**Published:** 2025-05-08

**Authors:** Pranay Ramteke, Bahiyah Watson, Mallory Toci, Victoria A. Tran, Shira Johnston, Maria Tsingas, Ruteja A. Barve, Ramkrishna Mitra, Richard F. Loeser, John A. Collins, Makarand V. Risbud

**Keywords:** Bone, Bone quality and biomechanics

## Abstract

Intervertebral disc degeneration is a major risk factor contributing to chronic low back and neck pain. While the etiological factors for disc degeneration vary, age is still one of the most important risk factors. Recent studies have shown the promising role of SIRT6 in mammalian aging and skeletal tissue health, however its role in the intervertebral disc health remains unexplored. We investigated the contribution of SIRT6 to disc health by studying the age-dependent spinal phenotype of mice with conditional deletion of *Sirt6* in the disc (*Acan*^*CreERT2*^; *Sirt6*^*fl/fl*^). Histological studies showed a degenerative phenotype in knockout mice compared to *Sirt6*^*fl/fl*^ control mice at 12 months, which became pronounced at 24 months. RNA-Seq analysis of NP and AF tissues, in vitro quantitative histone analysis, and RNA-seq with ATAC-seq multiomic studies revealed that SIRT6-loss resulted in changes in acetylation and methylation status of specific Histone 3 lysine residues and affected DNA accessibility and transcriptomic landscape. A decrease in autophagy and an increase in DNA damage were also noted in *Sirt6*-deficient cells. Further mechanistic insights revealed that loss of SIRT6 increased senescence and SASP burden in the disc characterized by increased p21, p19, γH2AX, IL-6, IL-1β, and TGF-β abundance. Taken together, our study highlights the contribution of SIRT6 in modulating DNA damage, autophagy, and cell senescence and its importance in maintaining disc health during aging, thereby underscoring it as a potential therapeutic target to treat intervertebral disc degeneration.

## Introduction

Low back pain (LBP) is the leading cause of disability worldwide and has the highest prevalence among musculoskeletal conditions.^1^ The primary etiological factors for LBP are intervertebral disc degeneration and aging.^1,2^ Intervertebral disc degeneration is a progressive pathology often resulting in or accompanied by spondylolisthesis and disc herniation, which lead to decreased movement, pain, and disability.^2^ As the global population of aging adults increases worldwide, it is imperative to understand the molecular basis of disc degeneration to design and develop alternate and non-surgical therapeutic approaches to confront the challenge of years lived with disability.

Sirtuins (SIRTs) are highly conserved NAD^+^ (Nicotinamide adenine dinucleotide) -dependent histone deacetylases that function as epigenetic ON/OFF switch for genes by altering DNA accessibility and transcription.^3^ There are seven homologs of mammalian SIRTs (SIRT1-7) with discrete subcellular localizations that contribute to wider cellular processes, including post-translational modifications, transcriptional regulation, energy modulation, inflammation, and cell survival.^4,5^ SIRT1 is the most studied sirtuin and exerts its functions by modulating the expression and activity of key molecules such as PGC1 (peroxisome proliferator-activated receptor gamma coactivator-1), AMPK (AMP-activated protein kinase), and STAT (Signal transducers and activators of transcription).^6^ Recent findings from human lifespan studies show a prominent role of nuclear Sirts including SIRT1 and SIRT6 in aging and age-associated disorders.^7–9^ A 2012 study by Kanfi et al. showed a significantly longer lifespan in male SIRT6 transgenic mice than wild-type mice, whereas, a recent 2021 study by Roichman and colleagues documented lifespan extension in both male and female mice, albeit with a stronger effect in males than females.^10,11^ Similar observations relating to the positive impact of SIRT6 on longevity have been reported in other species.^12,13^ These studies showed that SIRT6 exerted its effect on aging through controlling activities of IGF-1 (insulin-like growth factor-1) signaling and MYC (Myelocytomatosis) pathways, both of which promote anabolic and proliferative responses by increasing cellular metabolism. SIRT6 also plays a major homeostatic role in the musculoskeletal system.^14,15^ Loss of SIRT6 in osteoblast lineage cells using *Ocn-Cre* decreased osteoprotegerin expression and activated osteoclasts resulting in increased osteoclastogenesis and osteopenia.^14^ Similarly, osteoblasts and osteocyte-targeted *Sirt6*^Dmp1Cre^ mice showed increased osteocytic expression of *Sost* (Sclerostin), *Fgf23* (Fibroblast growth factor 23), the senescence inducer *PAI-1* (Plasminogen activator inhibitor-1), and the senescence markers *p16* and *IL-6*, resulting in osteopenia.^16^ Notably, chondrocytes derived from *Sirt6*^AcanCreERT2^ mice showed significantly hampered antioxidant defense mechanisms with decreased peroxiredoxin 1 (Prx1) levels and increased levels of an inhibitor of antioxidant activity, thioredoxin interacting protein (TXNIP).^17^ These SIRT6 loss mice presented with significantly repressed IGF-1/Akt signaling that was associated with enhanced injury-induced and age-associated osteoarthritis (OA) severity when compared to SIRT6 intact controls.^17,18^ Similarly, recent studies of *Sirt6*^Col2a1CreERT2^ mice with SIRT6-loss in cartilage reported increased chondrocyte senescence and age-associated OA severity and showed a critical role of SIRT6 in STAT5 deacetylation, which inhibited pathogenic IL-15 (Interleukin-15)/JAK3 (Janus Kinase-3)/STAT5 signaling.^19^ Moreover, SIRT6 activation in chondrocytes prevents age-related DNA damage and suppresses senescence in an acute, traumatic disc injury model.^15,20^ Collectively, these studies suggest a major role of SIRT6 in the healthy aging of cartilage, bone as well as other musculoskeletal tissues. Notably, several studies also support the association of SIRT6 activity with the regulation of inflammation, apoptosis, autophagy, and other key mechanisms associated with aging in different tissues and model systems.^21,22^

There is a general lack of information regarding mechanisms that govern chromatin accessibility in the disc tissue as it relates to aging and degeneration. Surprisingly, despite the well-known function of SIRT6 as a histone deacetylase and its role in the regulation of processes linked with intervertebral disc degeneration, including DNA damage, autophagy, senescence, and aging, its role in maintaining disc health remains largely unexplored.^15^ Accordingly, we, for the first time, report a positive correlation between intervertebral disc health and SIRT6 activity using a mouse model of conditional *Sirt6*-loss in the disc to address the existing knowledge gaps. *Sirt6* loss negatively affected disc health, and the severity of degeneration increased with aging. Mechanistic studies revealed chromatin accessibility modifications primarily through modulating acetylation status of H3K9, increased DNA damage, decreased cellular autophagy, and transcriptomic changes that point towards increased cell senescence and promotion of senescence associated secretory phenotype (SASP). These findings underscore a causal link between diminished SIRT6 activity and disc degeneration. Our studies for the first time highlight the critical role of SIRT6 in epigenetic regulation and maintenance of disc health in vivo and suggest a possible therapeutic avenue for treating age-dependent disc degeneration.

## Results

### Sirt6^cko^ mice show accelerated disc degeneration in an age-dependent manner

The role of SIRT6 in lifespan studies has shown promising results with increased SIRT6 activity significantly extending the lifespan.^10^ To study the role of SIRT6 in disc health, we characterized the age-dependent spinal phenotype of mice with *Sirt6* conditional deletion in the disc in adult mice mediated by a well-characterized *Acan*^*CreERT2*^ allele (Fig. 1a, b). Loss of *Sirt6* increased H3K9 acetylation levels in the disc tissues, confirming decreased SIRT6 levels and activity (Fig. 1c). Notably, modified Thompson grading of intervertebral discs of *Sirt6*^cKO^ mice showed significantly higher scores of degeneration in both NP and AF compartments at 12 months which became increasingly severe at 24 months when compared to their wild type littermates (Fig. 1d–f, e’, f’). The degenerative changes included NP fibrosis, focal lamellar disruptions, loss of NP-AF compartment demarcation, and clefts through NP and AF indicative of structural disruptions. Moreover, these degenerative changes in *Sirt6*^*cKO*^ mice were more severely manifested at lower lumbar levels as compared to upper lumbar levels (Fig. 1g-g”’). Importantly, the changes were not only evident in the lumbar spine but also in caudal discs (Fig. S1A–D). *Sirt6*^cKO^ mice also exhibited altered disc height, vertebral height, and disc height index which is one of the indicators of disc degeneration (Fig. 1h, i-i”).^10^ However, there were no significant differences in EP grades (Fig. S1E), and the vertebral trabecular bone structural parameters were only slightly affected in *Sirt6*^cKO^ mice with increased BV/TV and BMD noted only at 12 months (Fig. S2A–E). *Sirt6*^cKO^ mice also showed some changes in the vertebral cortical bone parameters such as increased cortical porosity (Fig. S2A, B, F). Since disc degeneration is accompanied by cell death, we performed a TUNEL assay. TUNEL staining showed a slight increase in *Sirt6*^cKO^ mice, when compared to controls, without a significant decrease in total cell number suggesting that the increased cell apoptosis was not the primary driver of degeneration in this model (Fig. 1j, k-k”).

**Fig. 1:**
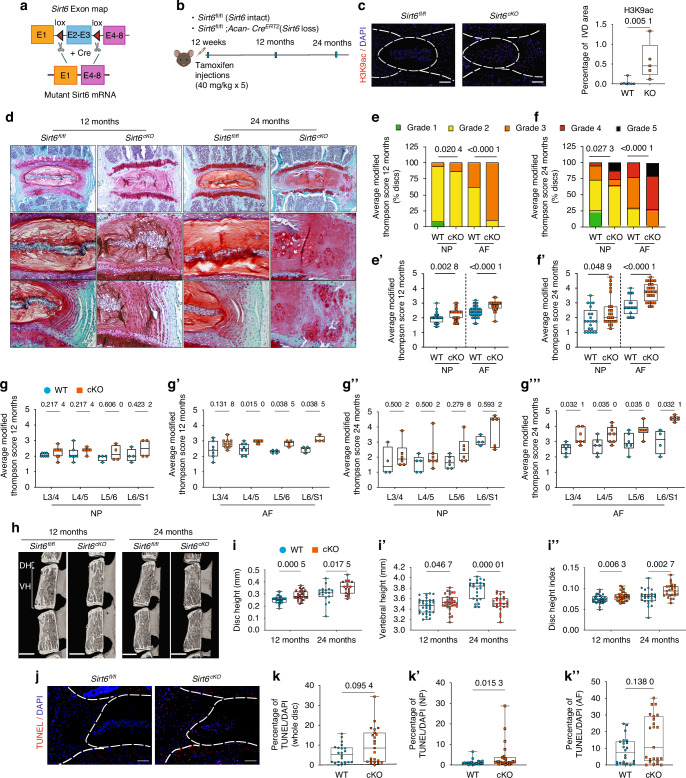
Conditional deletion of SIRT6 in intervertebral disc accelerates age-associated degeneration. **a** Schematic showing *Sirt6* floxed allele which following Cre-mediate recombination generates a functionally null mutant allele. **b** Experimental design showing the timeline of tamoxifen injection and analysis of control (*Sirt6*^fl/fl^) and sirt6 loss (*Sirt6*^*AcanCreERT2*^/*Sirt6*^cKO^) mouse cohorts. **c** Immunofluorescence staining for H3K9ac shows a robust increase in NP, AF and EP compartment of the lumbar disc confirming the deletion of SIRT6. **d** Safranin-O/Fast Green staining of *Sirt6*^fl/fl^ and *Sirt6*^cKO^ lumbar discs at 12- and 24 months. Scale bar 1A: row 1 = 200 μm; row 2 = 50 μm. **e**, **f** Distribution of and (**e**’, **f**’) average modified thompson’s grades of lumbar discs of *Sirt6*^fl/fl^ and *Sirt6*^cKO^ mice analyzed at 12 and 24 months. 12 months: *n* = 4–6 mice/group, 3–4 discs/animal. 24 months: *n* = 3–6 animals/mice, 3–4 discs/animal. **g**-**g**”’ Level by level average modified thompson grading scores for NP and AF compartments of lumbar discs analyzed from 12 and 24 months *Sirt6*^fl/fl^ and *Sirt6*^cKO^ mice. **h** μCT analysis showing (**i**-**i**”) disc height (DH), vertebral height (VB) and disc height index (DHI) measured at 12 months and 24 months. **j** TUNEL staining images and (**k**-**k**”) TUNEL quantitation. Statistical difference between grade distributions (**e**, **f**) was tested using chi-square test, all other quantitative data was compared using unpaired *t*-test, *P < 0.05

### Loss of Sirt6 affects matrix homeostasis in the disc

As Sirt6 loss accelerates disc degeneration in an age-dependent manner, we determined the matrix and cell phenotype and molecular changes in disc compartments using Picrosirius red staining, imaging-FTIR and quantitative immunohistochemistry. Picrosirius red staining showed an increased abundance of small-diameter fibers and a decrease in medium-thickness fibers in the AF of *Sirt6*^*cKO*^ mice at 24 months indicative of dysregulated collagen turnover (Fig. S3A–C). K-means clustering was used to define anatomical regions of the disc based on chemical compositions. This analysis showed similarly defined regions between *Sirt6*^cKO^ and wildtype mice at 12 months. However, moderate changes in the NP compartment composition were noted at 24 months, suggesting broader alterations in the disc chemical composition (Fig. S3D, E). Notably, when the average spectra were compared, there were apparent differences in NP but not AF absorbance peaks between *Sirt6*^cKO^ mice when compared to controls at both ages, underscoring compositional differences in the NP (Fig. S3D. These results indicated that there were molecular changes in overall NP composition in *Sirt6*^cKO^ mice. There was also a decrease in collagen-associated peak (1 338 cm^−1^) in AF of *Sirt6*^cKO^ disc at 24 months (Fig. S3F, G). There were no differences in peaks associated with proteoglycans, between genotypes at either time point (Fig. S3F, G). To determine the integrity of the collagen matrix, we stained the disc sections for FCHP, a marker of denatured collagen, and COL-1. Again, *Sirt6*^cKO^ discs showed an increase in FCHP signal, along with a concurrent decrease in the abundance of healthy COL1 in the AF (Fig. 2a, b). Additionally, we observed an increase in COLX abundance in the *Sirt6*^cKO^ discs suggesting the acquisition of hypertrophic chondrocyte-like characters. There were little changes in the abundance of Aggrecan, and CS (Fig. 2a, b), suggesting that the degenerative phenotype in *Sirt6*^cKO^ was driven predominantly by altered collagen homeostasis rather than proteoglycan turnover. Overall, these results suggest that SIRT6 is critical in maintaining a healthy disc tissue matrix.

**Fig. 2:**
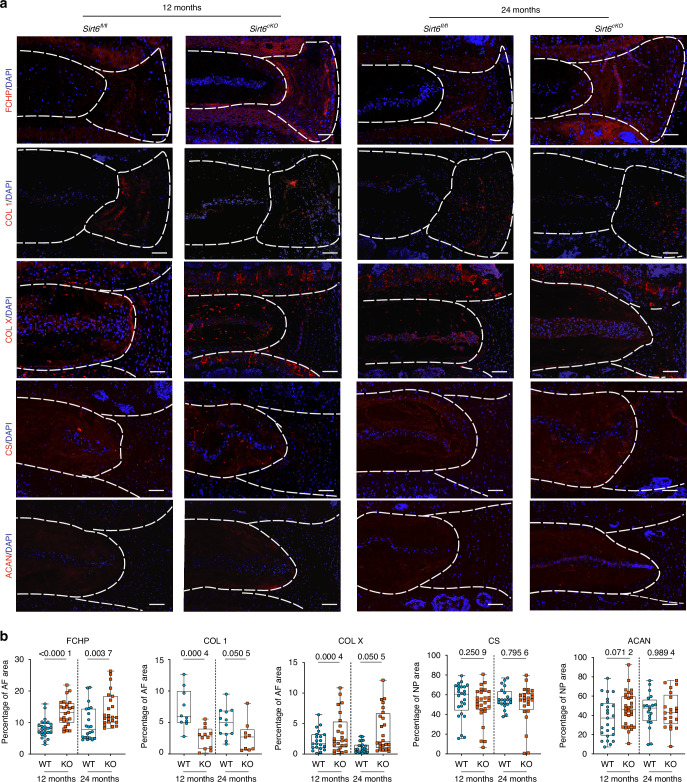
SIRT6 deletion dysregulates disc matrix homeostasis. **a** Representative immunofluorescence images of lumbar disc sections and (**b**) respective quantitation for FCHP, COL1, COLX, aggrecan (ACAN), chondroitin sulfate (CS) in 12 months and 24 months old *Sirt6*^fl/fl^ and *Sirt6*^cKO^ mice, scale bar = 50 μmol/L. *n* = 4–6 mice/genotype and 3-4 discs/animal. White dotted lines demarcate disc compartments. Significance was determined using unpaired *t*-test

### Sirt6 loss causes major transcriptomic changes in NP and AF tissues

To delineate the molecular changes due to SIRT6 loss in vivo, we analyzed global transcriptomic changes in NP and AF tissues from *Sirt6*^cKO^ mice at 24 months. SIRT6 suppresses gene expression via limiting chromatin accessibility, and therefore, we expected to see an overall increase in gene expression in the *Sirt6*^cKO^ disc tissues. Indeed, we observed more genes were differentially upregulated in both NP and AF of *Sirt6*^cKO^ than they were downregulated as compared to their respective WT controls. In *Sirt6*^cKO^ NP, there were major upregulated thematic clusters related to i) Histone modifications ii) DNA damage iii) Ribonuclear proteins and iv) Perforins, along with a smaller cluster related to proteasome (Fig. 3a–e). In the *Sirt6*^cKO^, the MOZ/MORF Histone acetyltransferase complex was upregulated (Fig. 3d, e). Another important up supercluster was the regulation of endoribonuclease activity (DNA repair), the Cohesin complex, and xeroderma pigmentosa which collectively signify an increase in DNA damage.^23^ It has been widely reported that genomic instability resulting from DNA damage affects ER and Golgi.^13,14,24,25^ Accordingly, in the same cluster, we also observed connecting themes related to Golgi and ER-chaperone complex. Other major thematic clusters included changes in nuclear transport and isopeptidase activity along with IKK/NF-κB signaling which is reported to play an important role in disc degeneration.^26^ In contrast to upregulated DEGs, there was no prominent thematic clustering in down regulated DEGs in the NP. Important thematic clusters upregulated in AF include DNA glycosylase, methylation, prolyl hydroxylase, protein lipidation, necroptosis, myofibrils and ABC transporter activity (Fig. S4A–E). Again, in comparison to the extensive clustering seen in upregulated DEGs in AF, lesser clustering was observed in downregulated DEGs. Some of the enriched themes in these downregulated DEGs included BMP signaling, ubiquitin pathway, and EIFs (Fig. S5A, B).

**Fig. 3:**
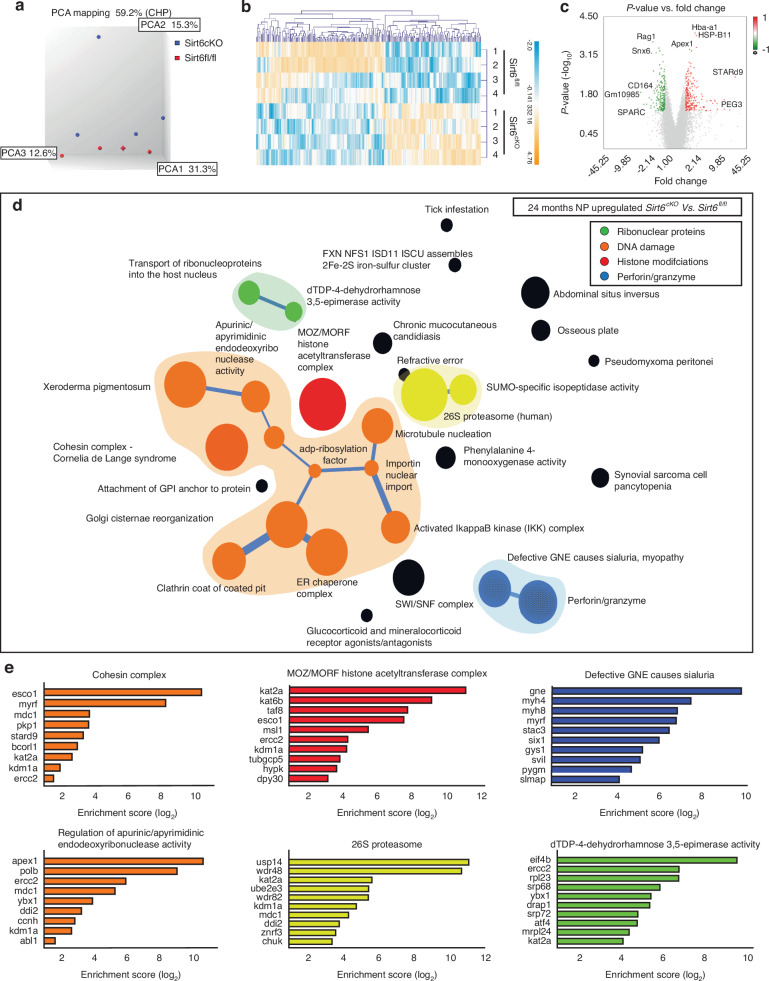
SIRT6 loss causes changes in transcriptomic landscape of NP tissues. Microarray analysis of NP tissue transcripts from *Sirt6*^fl/fl^ and *Sirt6*^cKO^ represented as (**a**) Three-dimensional Principal component analysis (PCA) showing discrete clustering based on genotype (*n* = 4 mice/genotype, 5-6 pooled discs/animal). **b** Heat map and hierarchical clustering of Z-score of differentially expressed genes (DEGs) between *Sirt6*^*fl*/fl^ and *Sirt6*^cKO^ (*P* ≤ 0.05, FC ≥ 1.75). **c** Volcano plot of DEGs in the NP showing *P*-value *versus* magnitude of change (fold change). **d** CompBIO analysis of Upregulated DEGs in NP tissue of 24 months *Sirt6*^cKO^ represented in a ball and stick model. The enrichment of themes is shown by the size of the ball and connectedness is shown based on thickness of the lines between them. Themes of interest are colored, and superclusters comprised of related themes are highlighted. **e** Top thematic DEGs plotted based on CompBio entity enrichment score

### SIRT6 regulates histone 3 modifications in NP cells

To delineate the mechanistic drivers of the age-dependent disc degeneration in *Sirt6*^cKO^ mice and to understand early molecular changes following *Sirt6* deletion, we performed in vitro loss-of-function experiments using primary rat NP cells (Fig. 4a). While SIRT6 plays an important role in various histone and non-histone modifications, its substrate binding specificity varies from tissue to tissue and its role in intervertebral disc cells is largely unknown.^27^ Accordingly, we knocked down SIRT6 using lentiviral ShRNAs (Fig. 4b) and confirmed a significant decrease in SIRT6 levels and upregulation of known downstream target TXNIP (Fig. 4b, c). We then probed for histone 3 modifications in knockdown NP cells. In line with our in vivo findings, we observed significantly increased levels of H3K9 acetylation in *Sirt6*-KD NP cells compared to cells transduced with ShCtrl (*Sirt6*-Ctrl) (Fig. 4d). Surprisingly, there were no changes in acetylation status of H3K18 and H3K56 (Fig. 4d) which are known SIRT6 targets in other cell types suggesting tissue-type specificity. Additionally, the methylation of H3K27 and H3K36 also increased in *Sirt6*-KD NP cells without changes in H3K9, H3K4, and H3K79 methylation status (Fig. 4d, Fig. S6A).

**Fig. 4:**
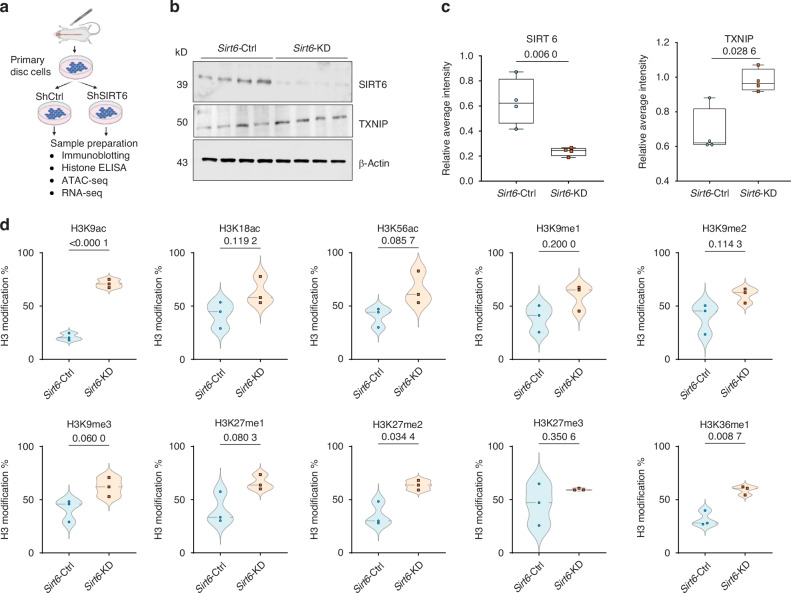
Loss of SIRT6 causes changes in histone modifications and alters chromatin accessibility. **a** Schematic of experimental design. **b** Immunoblotting analysis of SIRT6 and TXNIP and (**c**) densitometric quantitation normalized to β-actin of *Sirt6*-Ctrl and *Sirt6*-KD NP cells. (*n* = 4 independent cell isolations). **d** Quantitative ELISA for H3 lysine modifications from *Sirt6*-Ctrl and *Sirt6*-KD NP cells (*n* = 3 independent cell isolations). Statistical significance was tested by unpaired *t*-test

### SIRT6 knockdown in NP cells results in transcriptomic changes that align with processes affected in *Sirt6*^cKO^ mice

To determine if *Sirt6* knockdown in NP cells recapitulates transcriptomic landscape seen in 24-month-old *Sirt6*^cKO^ mice, we performed RNA-seq and ATAC-seq in *Sirt6*-KD cells. 

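RNA-seq was performed on primary rat nucleus pulposus (NP) cells, which come from the gel-like core of the intervertebral disc, after transduction with lentiviruses carrying a mixture of 3 ShSirt6 clones (Sirt6-KD, n = 4) or a control ShRNA (Sirt6-Ctrl, n = 4). The libraries are named S1 to S4 for Sirt6-Ctrl and S5 to S8 for Sirt6-KD. The authors deposited the number of reads counted on each gene, without normalization, and a table of their own comparison. The paper's text names neither the aligner nor the differential expression test. Total counts ranged from 31994838 to 40124813 in Sirt6-Ctrl and from 32382957 to 36600792 in Sirt6-KD, and did not differ between the groups (exact two-sided permutation test, p = 0.257). Of the 32975 rows, 92 were ERCC spike-ins, which are synthetic RNAs added to a sample before library preparation. They took 6.27% of the counts in S1, 9.80% in S2, 3.08% in S3 and 2.97% in S4, against 2.15% to 2.47% in Sirt6-KD (exact two-sided permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). The pairwise correlation of log2 CPM (counts scaled to the library total) ranged from 0.889 to 0.941 among the Sirt6-Ctrl libraries and from 0.966 to 0.972 among the Sirt6-KD libraries. No pair of libraries differed by so little as sampling noise, so each was counted as 1 sample. From these counts, rows with too few reads were removed by edgeR's filterByExpr, libraries were normalized by TMM, and 13313 rows were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, without a pairing of Sirt6-KD with Sirt6-Ctrl libraries. The spike-ins were kept in the fit and left out of all gene counts. Genes are listed in the files by their Ensembl identifiers, and Sirt6 (ENSRNOG00000006393) had 1755 to 1964 reads in the Sirt6-Ctrl libraries and 695 to 753 in the Sirt6-KD libraries. Its normalized level was 52.7 ± 3.78 CPM (SD, n = 4) in Sirt6-Ctrl and 20.6 ± 1.07 CPM (SD, n = 4) in Sirt6-KD, a log2 fold change of -1.35 (standard error 0.14, adjusted p = 0.000713 from edgeR's quasi-likelihood test). With each library left out in turn, the Sirt6 log2 fold change stayed between -1.40 and -1.29. Scaling by spike-ins, an alternative added after the data were seen, moved it most, to -0.36, which was -1.31 relative to the median of all genes (edgeR, adjusted p = 0.567, with a range from 3.71e-20 to 0.567 over all alternatives).

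**Figure D1:**
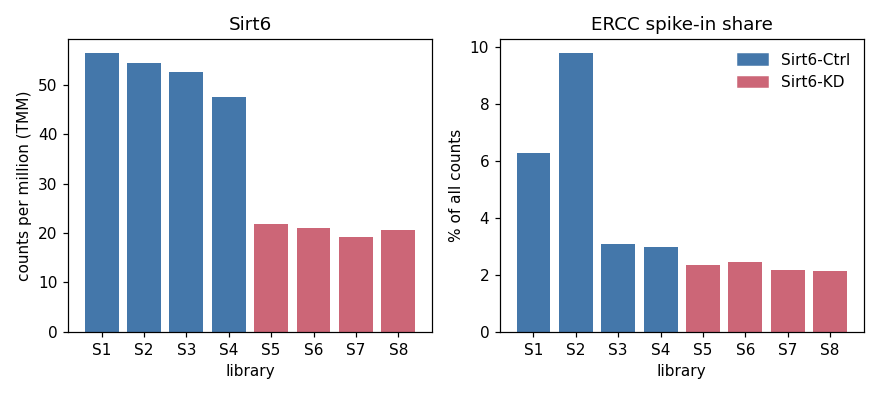
Sirt6 expression in TMM-normalized CPM (left) and the share of all counts taken by ERCC spike-ins in percent (right), with 1 bar per library. Sirt6 was lower in each Sirt6-KD library than in every Sirt6-Ctrl library, and S1 and S2 had the highest spike-in shares, 6.27% and 9.80%.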

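At a false discovery rate (FDR) below 0.05 and a fold change above 1.5, edgeR's quasi-likelihood test called 1063 genes higher and 1416 genes lower in Sirt6-KD than in Sirt6-Ctrl cells, out of 13250 genes tested. Of these 2479 genes, 2288 had groups that did not overlap, with every library of one group above every library of the other. Over all tested genes the share with groups that did not overlap was 30.4%, against 2.9% by chance. The authors' deposited table holds 1512 genes higher and 1676 lower at the same thresholds, and 98.4% of the genes called here were among them in the same direction. With DESeq2 the number called higher was 1606, and with glmTreat, which tests against a fold change of 1.5, it was 92. When libraries were instead scaled by their spike-in counts, the median log2 fold change of all genes was 0.94 and only 20 genes were called higher and 4 lower. Scd, Fmod, Hmgcs1 and Msmo1 were among the genes called lower with the smallest p-values. Those called higher with the smallest p-values were Tgfa, Epha2, Tns3, Tep1 and Lama5. Fmod fell from 262 ± 81.6 to 11.7 ± 1.86 CPM (SD, n = 4 per group), a log2 fold change of -4.48 (standard error 0.25, adjusted p = 1.74e-05, edgeR). Its level was 8.92 CPM in S7, against 12.6 to 12.7 in the other Sirt6-KD libraries. Epha2 rose from 66.3 ± 14.6 to 204 ± 15.2 CPM (SD, n = 4 per group), a log2 fold change of 1.62 (standard error 0.17, adjusted p = 0.000778, edgeR).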

CompBio analysis of DEGs between *Sirt6*-KD Vs. *Sirt6*-Ctrl NP cells by RNA-seq revealed upregulation of five major thematic clusters i) senescence and SASP which included themes related to ECM and cytoskeletal remodeling, TGF-β and cytokine signaling, ii) BMP signaling iii) chondrosarcoma and heparan sulfate N-deacetylation iv) abnormal collagen deposition and IKK/NF-κB signaling, and v) SLIT and ROBO, mossy fibers and spinocerebellar ataxia type I (Fig. 5a–d). 

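Fig. 5d prints 52 different genes over 6 themes. Of these, 48 passed the count filter, all 48 had a positive log2 fold change, and 39 were called higher in Sirt6-KD. Adjusting over the 48 genes alone, 48 had an adjusted p below 0.05, though the list was drawn from the paper's own calls on these data. With DESeq2, which also tested genes below the count filter, the number called higher was 51. Scaling by the spike-ins left 3. In the TGF-β secretion theme 9 of 10 genes were called higher, and in the theme of IL-3, IL-5 and GM-CSF signaling 7 of 9 tested. The theme of TIMP-associated extracellular matrix (ECM) remodeling had 6 of 8 tested genes called, and that of BMP morphogenetic regulation 6 of 9. Mmp3 had the highest level of the matrix metalloproteinases in the figure, 450 ± 185 CPM in Sirt6-Ctrl and 1290 ± 290 CPM in Sirt6-KD (SD, n = 4 per group), with a log2 fold change of 1.52 (standard error 0.29, adjusted p = 0.00803, edgeR). Mmp13 was not called, and its level varied widely in Sirt6-KD (424 ± 481 CPM, SD, n = 4). Its log2 fold change was 2.25 (standard error 0.75, adjusted p = 0.055, edgeR). Mmp1 had at most 1 read in any Sirt6-Ctrl library and 10 to 34 in Sirt6-KD, and was at least 6.91-fold higher. Evi2b had 0 reads in every Sirt6-Ctrl library and 26 to 86 in Sirt6-KD, and was at least 15.2-fold higher. Csf2 and Mmp12 were too low for the filter, with 0 to 88 and 6 to 44 reads in the Sirt6-KD libraries. Gene sets listed before the data were examined were tested with limma's camera, which compares a set with all other genes. The set for the senescence-associated secretory phenotype (SASP) rose, with a median log2 fold change of 1.03 over 48 genes (adjusted p = 9.42e-07), and 18 of them were called higher and 2 lower. Among them, Cxcl1 and Lif had log2 fold changes of 1.31 and 2.01. For Lif, S7 was at 141 CPM, against 120 to 122 in the other Sirt6-KD libraries. The set of NF-κB targets, which also holds pathway genes such as Rela and Ikbkg, rose by a median of 0.63 over 43 genes (camera adjusted p = 5.49e-07). It shares called genes such as Cxcl1, Cxcl2, Icam1, Ptgs2, Lif and Csf1 with the SASP set, so these are not independent results. Genes of TGF-β and BMP signaling rose by a median of 0.34 over 54 genes (camera adjusted p = 0.00086). With the correlation between genes estimated from the data, the SASP set had an adjusted p of 0.0596 (from 1.53e-10 to 0.0596 over all alternatives) and the TGF-β and BMP set 0.279 (from 5.78e-05 to 0.279). From CompBio analysis of the DEGs, which was not run here, the paper states that clusters of senescence and SASP and of BMP signaling were upregulated.

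**Figure D2:**
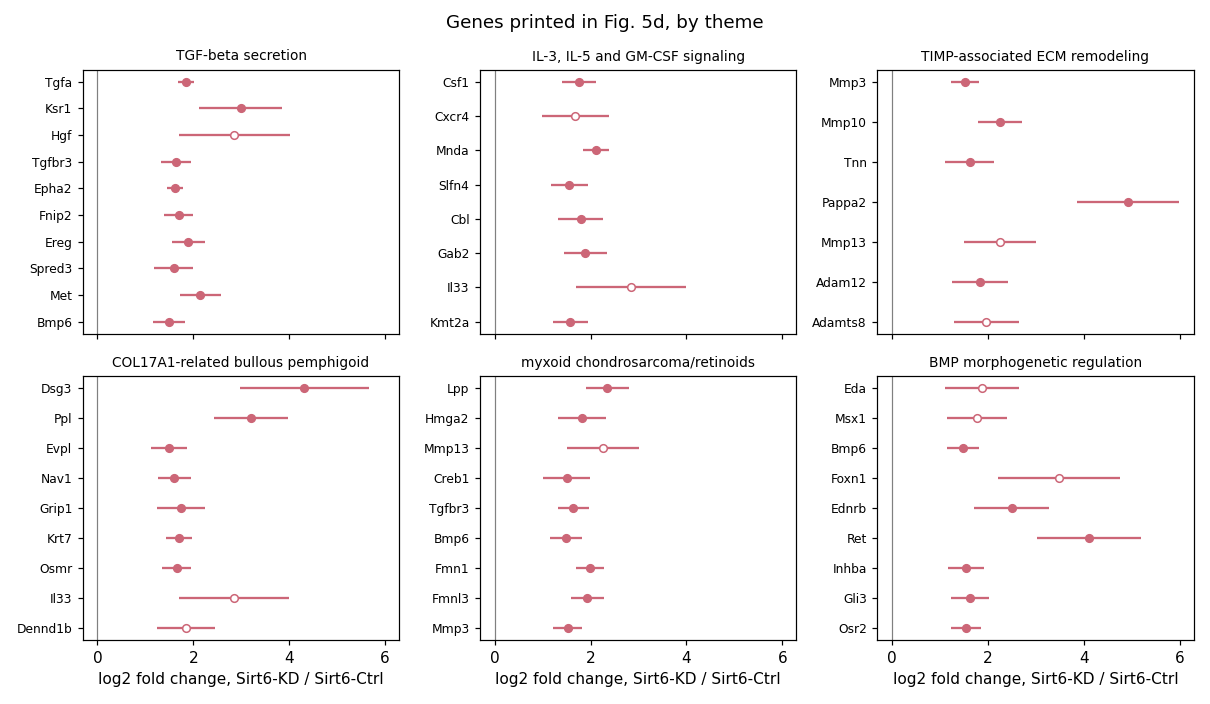
Log2 fold change of the genes printed in Fig. 5d (Sirt6-KD against Sirt6-Ctrl, n = 4 per group), with 1 panel per theme and bars for the standard error from edgeR. Filled points are genes called higher and open points are genes that were not; Mmp1 and Evi2b, whose folds are lower bounds, and genes below the count filter are not drawn.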

The downregulated clusters in *Sirt6*-KD cells included DNA damage repair pathways, sterol demethylase, reticulo spinal tract processes, cancellous bone, cartilage, and paraxial mesoderm (Fig. S7A, B). 

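Of the DNA repair genes tested as a set, 53 had positive and 48 negative log2 fold changes in Sirt6-KD, with 4 called lower (Tdg, Fen1, Ercc3 and H2afx) and 5 higher (Lig1, Msh6, Ercc5, Wrn and Prkdc). A single library stood apart from the others of its group for Tdg, Fen1 and Prkdc. For Tdg it was S2 (90.0 CPM, the others 67.7 to 70.0). For Fen1 it was S7 (9.91 CPM, the others 12.0 to 12.3), and for Prkdc S1 (6.03 CPM, the others 11.4 to 12.0). With libraries scaled by spike-ins, the 4 genes called lower had log2 fold changes of 0.11 to 0.20, below the median of all genes. The median log2 fold change of the set was 0.042 (camera adjusted p = 0.662). A set median does not test the paper's cluster, which was drawn from the genes called lower. Among the genes called, the largest fall was that of Ercc3, with a log2 fold change of -0.97 (standard error 0.16, adjusted p = 0.00447, edgeR), and the largest rise was that of Msh6, with 1.13 (standard error 0.27, adjusted p = 0.0181, edgeR). The median changed sign only after a correction for gene length chosen after the data were seen, to -0.12, which was 0.022 relative to the median of all genes (camera adjusted p = 0.896, with a range from 0.118 to 0.896 over all alternatives). Sterol demethylase is encoded by Cyp51, which fell from 624 ± 103 to 69.5 ± 20.0 CPM (SD, n = 4 per group), a log2 fold change of -3.17 (standard error 0.22, adjusted p = 7.29e-05, edgeR). It stayed between -3.38 and -3.04 with each library left out in turn. Cartilage and bone matrix genes fell by a median log2 fold change of -0.70 over 28 genes (camera adjusted p = 0.00377), with 8 called lower and 3 higher, and with the correlation between genes estimated from the data the adjusted p was 0.106 (from 3.37e-08 to 0.106 over all alternatives). With spike-in scaling their median was 0.10, and -0.85 relative to the median of all genes. Comp fell from 10.4 ± 3.80 to 1.29 ± 0.58 CPM (SD, n = 4 per group), a log2 fold change of -3.01 (standard error 0.43, adjusted p = 0.00298, edgeR), with S1 far above the other Sirt6-Ctrl libraries. In the paraxial mesoderm and somite set 5 of 22 genes were called lower, and the set as a whole did not pass (median log2 fold change -0.35, camera adjusted p = 0.617), while with spike-in scaling its median was 0.74, and -0.21 relative to the median of all genes, where it passed as lower than other genes (camera adjusted p = 0.0144, with a range from 0.0144 to 0.907 over all alternatives).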

Again, many of these processes, for example, defect/decrease in DNA damage repair, have been widely correlated with degenerative and senescence phenotypes in multiple tissues.^28,29^ Since we performed RNAseq on NP tissue from *Sirt6*^cKO^ mice as well as *Sirt6*-KD NP cells, we sought to find the commonly affected pathways irrespective of the duration of *Sirt6* loss. Therefore, using an advanced feature of the CompBio tool that identifies significantly affected shared pathways between two datasets, we compared transcriptomic outputs of *Sirt6*-KD NP cells and *Sirt6*^cKO^ NP tissue. A significant overlap in upregulated themes between the two datasets was noted for ECM proteins, myofibroblasts/tissue fibrosis, cell-cell, cell-matrix adhesion, actin cytoskeletal, endocytic vesicles, cartilage and arthritis, and synovitis.^26,30,31^ Within downregulated datasets, themes related to lipids/fatty acids, steroid hormones, endochondral processes, proteoglycans, and paraxial mesoderm differentiation were shared (Figs. S8A and S9A). Furthermore, using a similar approach, we determined the shared affected pathways between NP and AF tissues of *Sirt6*cKO mice. The commonly upregulated themes were related to secretory vesicles, ER/Golgi communication, microtubules/filament/myosin, and skeletal/chondrocytes. Whereas the downregulated signal coalesced around themes related to lysosomal/endosomal, p62, ubiquitination, and phagocytosis pathways (Figs. S11A and S12A).

**Fig. 5:**
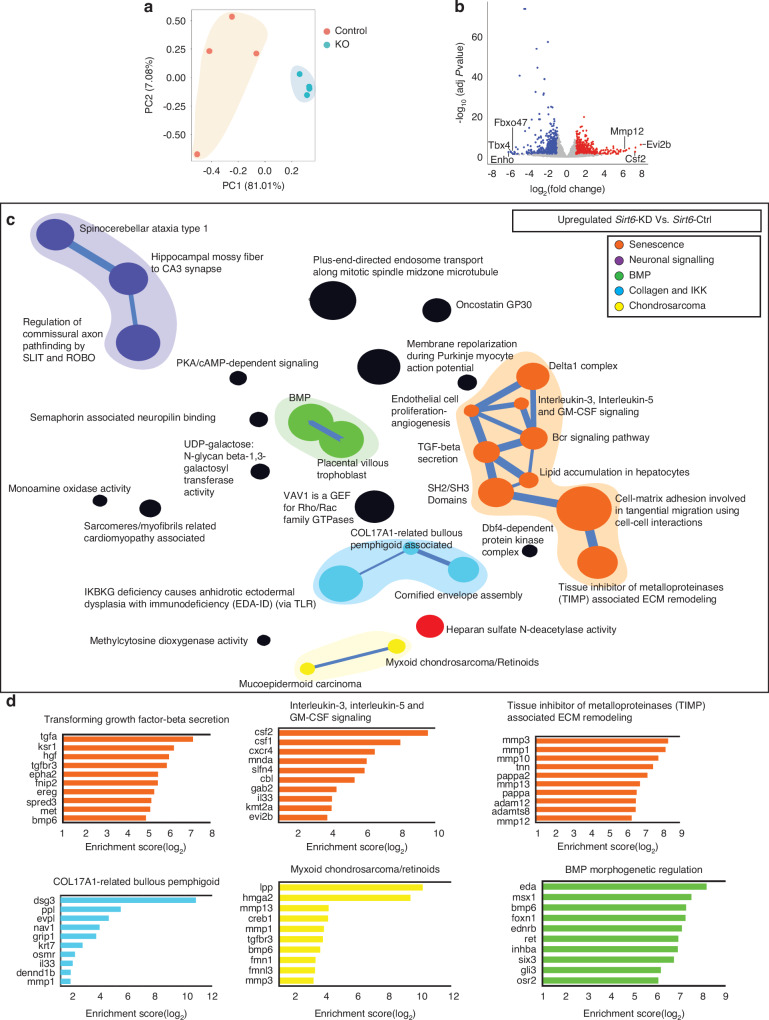
*Sirt6* knockdown in NP cells causes transcriptomic changes in senescence and ECM related pathways. RNA-Sequencing of *Sirt6*-Ctrl and *Sirt6*-KD represented as (**a**) three-dimensional PCA showing discrete clustering of samples based on the genotypes (*n* = 4 independent samples/ group). **b** Volcano plot of DEGs from *Sirt6*-KD vs *Sirt6*-Ctrl. **c** CompBio analysis for upregulated DEGs (FDR < 0.05, FC > 1.5) represented as a ball and stick model. Themes of interest are colored, and superclusters comprised of related themes are highlighted. **d** Top thematic DEGs plotted based on CompBio entity enrichment score

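In a principal component analysis of log2 CPM over the 500 most variable genes, PC1 held 53.6% of the variance and PC2 17.8%. The Sirt6-KD libraries lay close together on PC1, from 23.18 to 27.73. The Sirt6-Ctrl libraries were spread from -66.01 (S2) and -36.95 (S1) to -3.56 (S4) and 6.23 (S3), so PC1 separated the groups (exact two-sided permutation test, p = 0.0286, n = 4 per group) while the distance within Sirt6-Ctrl was larger than that between S3 and the Sirt6-KD libraries. PC2 did not separate the groups (exact two-sided permutation test, p = 0.40). With DESeq2's rlog values PC1 held 77.6%. Among the genes labelled in Fig. 5b, only Evi2b was tested, and Csf2, Mmp12, Fbxo47, Tbx4 and Enho were below the count filter. Fbxo47 had 2 to 37 reads in Sirt6-Ctrl and at most 1 in Sirt6-KD. Enho had 1 to 70 reads in Sirt6-Ctrl and at most 1 in Sirt6-KD.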

Next, we checked for common genes between ATAC- and RNA-seq datasets, these are shown in a heatmap and a quadrant plot with representative average chromatin accessibly maps for a select gene (Fig. 6a–c). We found several commonly upregulated genes including *Csf1*, *Tgfa*, *Cdk6, Bet1*, and *Itga3*, *Dock4*, *Akap6* (Fig. 6a–c). 

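The chromatin accessibility data were not analysed here, so the values are those of the RNA alone. Over Fig. 6 and its text, 18 of the 19 different genes printed as upregulated passed the count filter and 13 were called higher in Sirt6-KD. Itga3 rose from 364.6 ± 163.4 to 1580 ± 90.1 CPM (SD, n = 4 per group), a log2 fold change of 2.12 (standard error 0.27, adjusted p = 0.00214, edgeR). Tgfa rose from 43.9 ± 9.72 to 158 ± 11.8 CPM (SD, n = 4 per group), a log2 fold change of 1.85 (standard error 0.17, adjusted p = 0.000402, edgeR). For Csf1, S4 lay far above the other Sirt6-Ctrl libraries. The log2 fold changes of Csf1, Cdk6 and Akap6 were 1.76, 1.99 and 1.53, with adjusted p-values of 0.00857, 0.0189 and 0.0349 from edgeR's quasi-likelihood test. Dock4 had a log2 fold change of 2.01 but a standard error of 0.72, and was not called (adjusted p = 0.071, edgeR). Bet1 was 47.4 ± 10.4 CPM in Sirt6-Ctrl and 51.6 ± 12.1 CPM in Sirt6-KD (SD, n = 4 per group), a difference within the spread between libraries (log2 fold change 0.12, standard error 0.21, adjusted p = 0.711, edgeR). The authors' deposited table did not call Bet1 either (log2 fold change 0.14).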

Notably, the TGF pathway is a well-known marker of senescence across various tissues.^32,33^ 

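Scd, which encodes a stearoyl-CoA desaturase of fatty acid synthesis, fell from 123 ± 31.2 CPM in Sirt6-Ctrl to 5.09 ± 1.11 CPM in Sirt6-KD (SD, n = 4 per group), a log2 fold change of -4.6 (standard error 0.25, adjusted p = 1.74e-05, edgeR). Sqle, which encodes a squalene epoxidase of cholesterol synthesis, fell from 189 ± 42.2 to 46.1 ± 2.24 CPM (SD, n = 4 per group), a log2 fold change of -2.04 (standard error 0.17, adjusted p = 0.000194, edgeR). Dcn, which encodes the matrix proteoglycan decorin, fell from 209 ± 73.7 to 63.7 ± 17.4 CPM (SD, n = 4 per group), a log2 fold change of -1.71 (standard error 0.27, adjusted p = 0.00421, edgeR). Kbtbd8 and Cys1 had log2 fold changes of -1.85 and -1.58, with adjusted p-values of 0.0185 and 0.0413 from edgeR's quasi-likelihood test. Cdh20 was not called, with a log2 fold change of -1.36 (standard error 0.48, adjusted p = 0.0648, edgeR), which was 0.036 with libraries scaled by spike-ins. Tbx4 was below the count filter, with 13, 81, 31 and 1 reads in S1, S2, S3 and S4 and at most 1 read in each Sirt6-KD library. Egflam was not analysed here. Over Fig. 6 and its text, 8 of the 9 tested genes printed as downregulated were called lower.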

The commonly downregulated genes in ATAC and RNA seq included *Tbx4*, *Scd*, *Sqle*, *Dcn*, *Cys1, Egflam*, *Cdh20*, *Kbtbd8*, indicating a decrease in lipid metabolism (Fig. 6a–c).

**Fig. 6:**
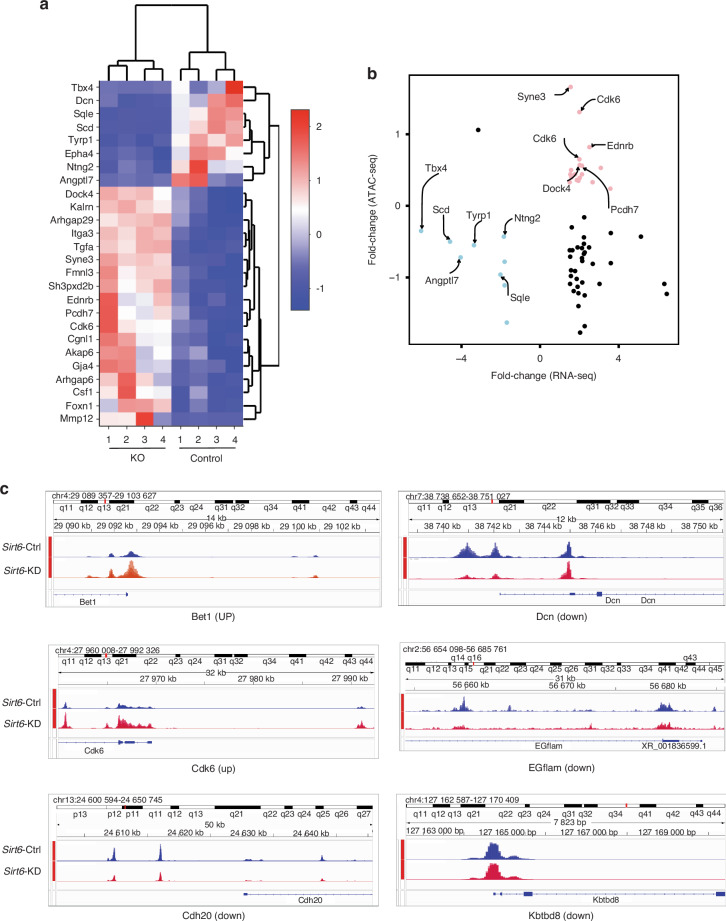
Loss of SIRT6 results in changes in chromatin accessibility. **a** Heatmap and (**b**) Quadrant map of commonly upregulated and downregulated DEGs (FDR < 0.05, FC > 1.5) between ATAC-seq and RNA-seq mapped to one of the thematic superclusters in RNA-Seq data. **c** Gene tracks showing the enriched peaks for a select group of genes from ATAC-seq experiment. (*n* = 4 independent samples/group)

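As a set, 25 genes of cholesterol biosynthesis had a median log2 fold change of -1.42 in Sirt6-KD cells (camera adjusted p = 5.65e-42), with 22 called lower and all 25 log2 fold changes negative. When libraries were scaled by spike-ins, the median was -0.55, and -1.49 relative to the median of all genes. Hmgcs1 fell from 197 ± 37.2 to 20.4 ± 4.09 CPM (SD, n = 4 per group), a log2 fold change of -3.27 (standard error 0.20, adjusted p = 2.4e-05, edgeR). The set of fatty acid synthesis fell by a median log2 fold change of -0.32 over 18 genes (camera adjusted p = 1.43e-05), with 7 called lower and 3 higher, but its median was 0.62 with libraries scaled by spike-ins, and -0.33 relative to the median of all genes. Srebf1, which encodes a transcription factor of lipid synthesis genes, had a log2 fold change of -2.0 (standard error 0.18, adjusted p = 0.000366, edgeR), and Fasn one of -1.71 (standard error 0.14, adjusted p = 0.000224, edgeR). Glycolysis genes rose by a median log2 fold change of 0.39 over 22 genes (camera adjusted p = 0.00324), with 6 called higher (Slc2a1, Hk1, Pfkl, Pfkp, Pfkfb3 and Slc16a1) and 1 lower (Ldhb, with 0.42 under spike-in scaling). For Pfkp, S8 was at 270 CPM, against 304 to 310 in the other Sirt6-KD libraries. For Pfkfb3 it was at 531 CPM, against 662.5 to 679. With the correlation between genes estimated from the data, the glycolysis set had an adjusted p of 0.38 (from 5.41e-05 to 0.38 over all alternatives).

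**Figure D3:**
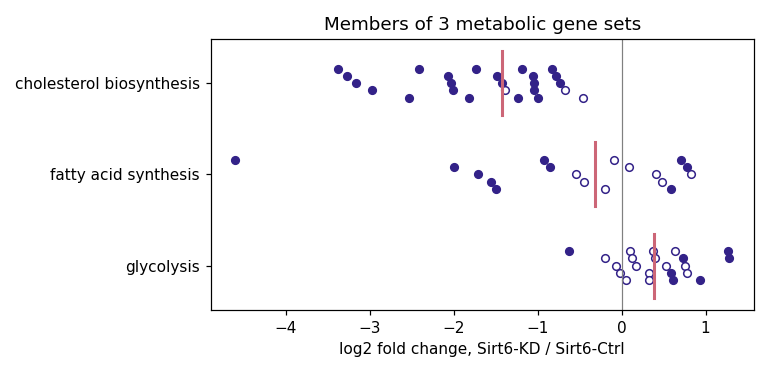
Log2 fold change of each tested member of 3 gene sets (Sirt6-KD against Sirt6-Ctrl, n = 4 per group), with filled points for called genes and a vertical bar at the median. The medians were -1.42 for cholesterol biosynthesis, -0.32 for fatty acid synthesis and 0.39 for glycolysis, where that of fatty acid synthesis was 0.62 under spike-in scaling.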

Our transcriptomic analyses hinted at downregulation in metabolic parameters of NP cells. SIRT6 has been previously shown to affect glycolysis and metabolism in mouse embryonic stem cells.^34^ Interestingly, however, measurements of 2DG uptake showed no differences, suggesting a lack of altered glycolytic flux in *Sirt6*-KD NP cells (Fig. S10A–G). We further confirmed this finding using seahorse assays to determine whether *Sirt6*-KD cells exhibit changes in glycolytic capacity and ATP production. It was evident that glycolytic capacity and ATP yields of *Sirt6*-KD cells were comparable with *Sirt6*-Ctrl cells implying a lack of effect on the glucose metabolism of NP cells (Fig. S10A–G).

### SIRT6 loss increases senescence and SASP burden in disc

Transcriptomic data in *Sirt6*^cKO^ mice and *Sirt6*-KD cells suggested changes in cell senescence signaling pathways along with the potentially related effect on DNA repair pathways and the endocytic/autophagic pathway, which are important drivers of accelerated aging.^35^ 

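The values are those of the Sirt6-KD cells; the arrays of mouse tissue were not analysed here. Cdkn1a, which encodes the senescence marker p21, fell from 551 ± 167 CPM in Sirt6-Ctrl to 164 ± 30.1 CPM in Sirt6-KD (SD, n = 4 per group), a log2 fold change of -1.75 (standard error 0.23, adjusted p = 0.00217, edgeR). With each library left out in turn it stayed between -1.89 and -1.55. Cdkn2a, which encodes p16 and p19, fell from 32.9 ± 10.9 to 15.5 ± 1.84 CPM (SD, n = 4 per group), a log2 fold change of -1.09 (standard error 0.26, adjusted p = 0.016, edgeR). It was 0.066 with libraries scaled by spike-ins, below the median of all genes. Among autophagy genes, 14 of 57 were called lower and 1 higher, and the set did not pass (median log2 fold change -0.069, camera adjusted p = 0.0976), while its median was 0.93 with spike-in scaling, -0.011 relative to the median of all genes, and 0.0092 without S1. It passed as lower with fry (adjusted p = 0.0301), without a filter (camera, 0.0463), without S4 (0.0348) and after the correction for gene length (0.00541), with a range from 0.00541 to 0.84 over all alternatives. Map1lc3b, which encodes an LC3 protein of the autophagosome, fell from 350 ± 78.7 to 134 ± 20.9 CPM (SD, n = 4 per group), a log2 fold change of -1.39 (standard error 0.19, adjusted p = 0.00249, edgeR). Its level was 165 CPM in S8, against 121.5 to 126.4 in the other Sirt6-KD libraries. Other autophagy genes called lower included Gabarapl2, Sqstm1, Lamp1 and Atg16l1, with log2 fold changes of -0.96, -0.73, -0.88 and -0.98, which were 0.043 to 0.38 under spike-in scaling.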

The SASP often accompanies senescence and has been linked to disc degeneration^36^; we therefore investigated senescence signatures in *Sirt6*^cKO^ mice. Our findings showed that p21 and p19 levels were significantly increased in the discs of *Sirt6*^cKO^ mice (Fig. 7a, b and Fig. S13A, B).^37^ Additionally, we determined levels of IL-6, TGF-β and IL1-β, the primary SASP markers in the disc.^36^ Levels of IL-6, TGF-β and IL1-β, were significantly elevated in *Sirt6*^cKO^ discs (Fig. 7a, b, Fig. S13A, B). There was also an increased accumulation of lipofuscin, one of the primary hallmarks for senescence, in *Sirt6*^cKO^ discs (Fig. S13C). Since senescence is a gradual process caused by the accumulation of DNA damage or alterations in autophagy, we measured primary markers for both of these processes in *Sirt6*^cKO^ mice and Sirt6-KD cells. Notably, staining for γH2AX, a marker of DNA damage was increased in the *Sirt6*^cKO^ discs (Fig. 7c, d). SIRT6 has also been shown to modulate autophagy in various tissues^38^ which plays a key role in disc health.^39^ The loss of SIRT6 decreased LC3 levels in NP cells (Fig. 7e–h) suggesting dysregulated autophagy. Together, these results suggest that increased cell senescence and SASP burden with DNA damage and dysregulation in autophagic and ER/Golgi pathways, in part, drive the degenerative phenotype seen in *Sirt6*^cKO^ mice.

**Fig. 7:**
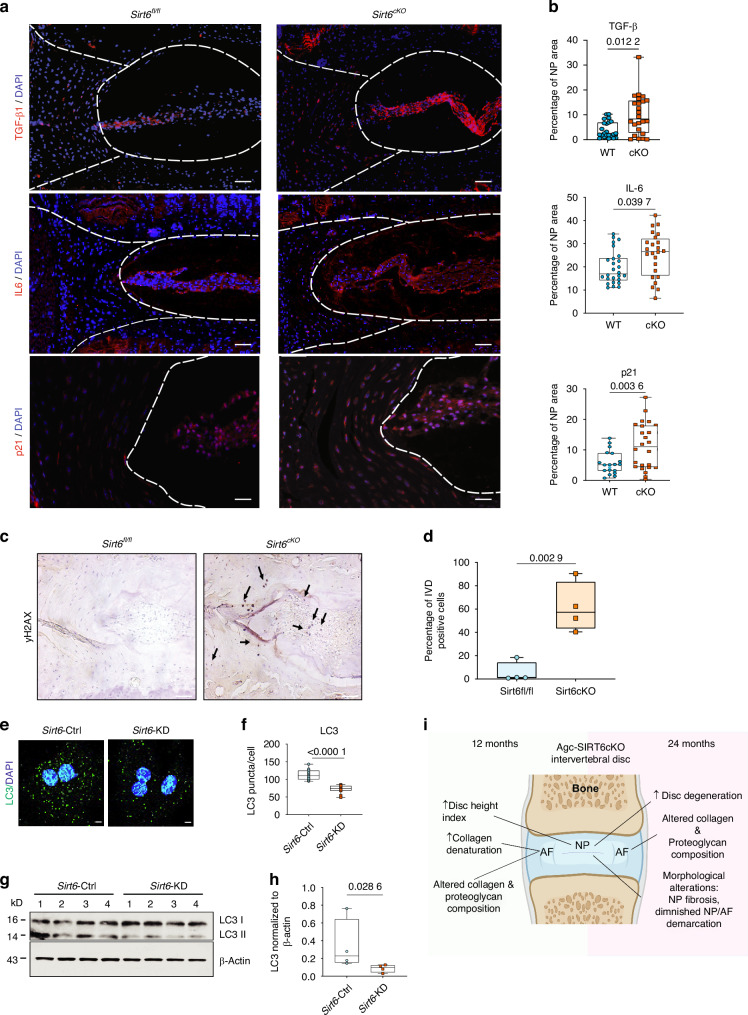
SIRT6 deletion increases DNA damage, senescence and SASP burden in *Sirt6*^*cKO*^ discs and modulates NP cell autophagy. **a** Representative immunofluorescence images and (**b**) quantitative analysis of SASP markers IL-6, TGF-β, p21. *n* = 6 animals/genotype, 3 discs/mouse. Scale bar = 50 μmol/L. **c** Representative immunostaining images and (**d**) quantitation of yH2AX in *Sirt6*^cKO^ and *Sirt6*^fl/fl^ intervertebral discs, *n* = 3 animals/genotype, 1-2 discs/mouse. **e** Immunofluorescence analysis and (**f**) quantitation of LC3 puncta in *Sirt6*-KD and *Sirt6*-Ctrl cells cultured in hypoxia. Significance was tested with unpaired *t*-test (**g**) immunoblot of LC3 and (**h**) densitometric quantification showing LC3II/actin from *Sirt6*-KD and *Sirt6*-Ctrl cells under hypoxia. **i** Schematic showing age dependent consequences of SIRT6 loss in the spine

## Discussion

Studies have shown a strong correlation between SIRT6 and aging, and *Sirt6* is significantly associated with increased lifespan in mice,^10,11^ in centenarian humans^9,40^ as well as in long-lived species.^41^ Despite a prominent effect on skeletal tissues^18,19^ and aging, which is one of the major risk factors for disc degeneration, the role of SIRT6 in disc health has been largely undermined.^42^ Here, we show for the first time that conditional deletion of *Sirt6* in the mouse intervertebral disc, significantly accelerates degeneration and promotes a severe senescent phenotype. Importantly, these changes start as early as 12 months of age thereby demonstrating a critical role of SIRT6 in disc health during aging. Notably, degenerative changes were evident in NP as well as AF tissues as *Acan*^CreERT2^ efficiently targets both the compartments in adult mouse disc.^43–45^ This study not only establishes a direct correlation between SIRT6 and intervertebral disc health but also identifies the multiple pathways regulated by SIRT6 in disc.

While SIRT6 affects various signaling pathways and cellular processes in different tissues, its functions can be tissue-specific. It is important to recognize that the enzymatic activity of SIRT6, a class III Histone deacetylase, is governed by the availability of critical co-factors, such as NAD^+^. Notably, there is a significant and well-documented decrease in NAD^+^ levels in mice and humans with aging.^46,47^ So, while SIRT6 protein levels may not change significantly in the disc with aging, it is reasonable to assume that the limited availability of NAD^+^ would determine its activity and function. Previous studies have shown that loss of SIRT6 in mouse cartilage (*Sirt6*^AcanCreERT2^) diminishes pro-anabolic IGF-1 and AKT signaling in articular chondrocytes and results in an increase in injury-induced and age-associated knee osteoarthritis.^18^ Similarly, in *Sirt6*^*Col2CreERT2*^ mice, articular chondrocytes show activation of the proinflammatory IL15/JAK3/STAT5 signaling axis which enhances OA severity.^19^ However, given the unique anatomical and avascular nature of the intervertebral disc, it is plausible that in addition to the canonical mechanisms, SIRT6 may govern disc function through the modulation of pathways that are tissue-specific. Our studies showed that *Sirt6* deletion in disc cells significantly increased acetylation of H3K9, along with methylation levels of H3K27 and H3K36, thereby affecting chromatin accessibility and broader gene expression changes. Importantly, we noted a substantial overlap in enriched themes between the in vivo (*Sirt6*^cKO^) and in vitro (*Sirt6*-KD) transcriptomic datasets with select upregulated themes related to ECM proteins, myofibroblasts/tissue fibrosis cell-cell and cell-matrix adhesion, actin cytoskeletal, endocytic vesicles/autophagy, FGF, vasculogenesis, cartilage/chondrogenesis, arthritis, and synovitis suggesting dysregulated ECM homeostasis, osteochondral pathways and inflammation, all processes linked to disc degeneration.^26,30,31^ On the other hand, downregulated shared themes were related to lipids/fatty acids, steroid hormones, proteoglycans, and paraxial mesoderm differentiation, indicating altered lipid/sterol signaling and cell differentiation. Supporting these findings, we observed diminished COL1 abundance, an overall increased FCHP binding in AF of *Sirt6*^cKO^, highlighting altered ECM dynamics and an overall increase in collagen denaturation. As a likely compensatory response, there was an increase in thin collagen fibers, suggesting stimulation of collagen turnover, fibrosis of the NP, and elevated expression of COL10, known hallmarks of disc degeneration.^48,49^ It is important to note that AF and NP have different embryological origins; while NP is notochordal, AF and vertebral cartilage are derived from sclerotome. Furthermore, similar to AF, deletion of *Sirt6* in articular cartilage promotes osteoarthritis,^18,19^ suggesting that cartilaginous tissues are sensitive to *Sirt6* loss-of-function. Collectively, an increase in DNA damage and a concomitant decrease in autophagy, along with changes in several ECM-associated molecules, contributed to the degenerative phenotype observed in *Sirt6*^cKO^ mice.

Autophagy has been reported to contribute to DNA damage-induced senescence.^50^ Indeed, this was supported by a decrease in LC3 levels and increased abundance of y-H2AX, p21, p19 and accumulation of lipofuscin in *Sirt6*^cKO^ mice. Furthermore, higher levels of the known SASP markers, IL-6, IL-1β and TGF-β, in *Sirt6*-deficient disc cells underscored their senescent phenotype and the role of SIRT6 in senescence inhibition in the disc.^51^ Our findings are in line with a report showing rescue of acute injury-induced disc degeneration by SIRT6-overexpression through modulation of autophagy and senescence.^15^ Notably, we observed a significant overlap between SASP profile and pro-inflammatory milieu in disc that results from NF-κB activation (this signaling pathway was enriched in upregulated DEGs).^52–54^ Therefore, we cannot rule out the contribution of increased local inflammation in addition to senescence to the observed degenerative phenotype. Interestingly, previous studies have shown a lack of TGFβ-regulation by SIRT6 in human fibroblasts,^55^ signifying the tissue-specific role of SIRT6 in modulating this pathway. Collectively, these results establish the role of SIRT6 in counteracting intervertebral disc senescence with aging. Our results are also concurrent with the recently published information theory of aging which measures aging as a factor of epigenetic changes.^56^

Hyperacetylation of H3K9 in promoters of *Runx2*, *Osx*, *Dkk1* and *Opg* in young SIRT6 knockout mice results in low turnover osteopenia by affecting both osteoblastogenesis and bone resorption.^57^ Moreover, *Sirt6* deletion has deleterious effects on articular chondrocytes and shows alterations in proliferating and hypertrophic zones of the growth plate.^18,19^ Since lineage tracing studies have shown that the *Acan*^CreERT2^ allele also targets EP and growth plate cartilages,^44^ it prompted us to investigate whether deletion of *Sirt6* shows any changes in endplate and vertebrae. While we did not observe a deleterious effect on EP health, *Sirt6*^cKO^ mice showed a small increase in bone volume and vertebral height at 12 months, suggesting accelerated metaplasia/differentiation of hypertrophic chondrocytes into osteoblastic cells.^19,58,59^ However, these early gains in bone mass and vertebral height were followed by a decrease in vertebral height at 24 months, suggesting dysregulated growth plate dynamics and cell exhaustion with aging.^19,60^ Interestingly, increased COL10 expression and acquisition of hypertrophic chondrocyte morphology by disc cells further supports the notion that SIRT6 loss promotes acceleration of the cell differentiation program in the spine.

In summary, our studies for the first time establish a causal and positive relationship between SIRT6, a nuclear histone deacetylase, and disc health in vivo. SIRT6-loss promotes disc degeneration by negatively regulating several key molecular and cellular processes such as ECM homeostasis and autophagy and by promoting aberrant cell differentiation, DNA-damage and senescence. Modulating SIRT6 activity by its pharmacological activation using specific drugs may, therefore, offer an attractive, non-invasive strategy to ameliorate age-dependent disc degeneration and to preserve disc health in the aging spine.

## Materials and methods

### Mouse studies

Animal studies were approved by the University of North Carolina (Protocol #19-284) Institutional Animal Care and Use Committees following guidelines from the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Mice were housed with an average of 4 mice per cage and had access to ad libitum water and food. *Sirt6*^*fl/fl*^ mice (Jackson Labs, stock #017334) were crossed with Acan^CreERT2^ mice (Jackson Labs, stock #019148) to obtain *Sirt6*^*fl/fl*^*;Acan*^*CreERT2*^ mice (*Sirt6*^cKO^) and littermate *Sirt6*^*fl/fl*^ mice. *Acan*^CreERT2^ allele developed by Henry et al.^43^ and used in our study efficiently targets NP, AF, and endplate of adult mice.^44,45^ At 12 weeks of age, mice of both genotypes received daily intraperitoneal injections of tamoxifen (40 mg/kg diluted to 10 mg/mL in corn oil) for 5 days. A robust deletion of *Sirt6* in Aggrecan-expressing cells in this model has been documented.^14,18^ Studies used only male mice on C57BL/6Jx129SxFVB/NJ background since, at the time of study design, prior studies demonstrated an increase in lifespan and protective effects on age-associated changes only in male mice.^10,61^ It is important to note that while later studies by Roichman et al.^11^ showed a positive impact of increased SIRT6 on lifespan in female mice, the effect size was larger in male mice.

### Histological studies

Spines were dissected and fixed in 4% paraformaldehyde (PFA) for either 6 h or 48 h, followed by decalcification in 20% EDTA at 4 °C before embedding in OCT or paraffin for sectioning. 7 μm midcoronal sections from four lumbar levels (L3-S1) of each mouse were stained with Safranin-O/Fast Green/Hematoxylin for histological assessment using a modified Thompson grading scale for NP and AF by at least three blind observers and ORS Spine Section grading scheme for EP, and with Picrosirius Red for collagen fiber characterization.^62^ Safranin-O staining was visualized using an Axio Imager 2 microscope (Carl Zeiss, Germany) using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives and Zen2TM software (Carl Zeiss).

The heterogeneity of collagen organization was evaluated using a polarizing, light microscope, Eclipse LV100 POL (Nikon, Tokyo, Japan) with a 10×/ 0.25 Pol/WD 7.0 objective and DS-Fi2 camera and images analyzed in the NIS Elements AR 4.50.00 software (Nikon, Tokyo, Japan). Under polarized light, as the thickness of collagen fibers increases, their birefringence color changes from green to yellow to orange to red, i.e., from shorter to longer wavelengths, allowing quantitative assessment of compositional information in tissue sections.^63,64^ Color threshold levels were maintained constant between all analyzed images.

### Immunohistological analyses

Deparaffinized sections following antigen retrieval or frozen sections were blocked in 5% normal serum in PBS-T, and incubated with antibodies against H3K9Ac (1:50, Sigma, 06-942), collagen I (1:100, Abcam ab34710), collagen X (1:500, Abcam ab58632), chondroitin sulfate (1:300, Abcam ab11570); p21 (1:200, Novus NB100-1941), p19 (1:100, Novus NB200-106), γ-H2AX (1:50, Cell Signaling 9718), IL-6 (1:50, Novus NB600-1131), IL-1β (1:100, Novus NB600-633), MCP1 (1:150, Abcam ab25124), TGF-β (Abcam; ab92486) F-CHP (1:100, 3-Helix). For mouse antibodies, a MOM kit (Vector laboratories, BMK-2202) was used for blocking and primary antibody incubation. Tissue sections were washed and incubated with species-appropriate Alexa Fluor-594 conjugated secondary antibodies (Jackson ImmunoResearch,1:700). TUNEL staining was performed using the In situ cell death detection kit (Roche Diagnostic). Briefly, sections were deparaffinized and permeabilized using Proteinase K (20 μg/mL) and the TUNEL assay was carried out per the manufacturer’s protocol. The sections were mounted with ProLong® Gold Antifade Mountant with DAPI (Fisher Scientific, P36934), visualized with Axio Imager 2 microscope using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives, and images were captured with Axiocam MRm monochromatic camera (Carl Zeiss) and Zen2TM software (Carl Zeiss AG, Germany). Both caudal and lumbar discs were used for the analysis. Staining area and cell number quantification were performed using the ImageJ software, v1.53e, (http://rsb.info.nih.gov/ij/).

### Micro-CT analysis

Micro-CT (μCT) scanning (Bruker SkyScan 1275) was performed on fixed spines using parameters of 50 kV (voltage) and 200 μA (current) at 15 μm resolution. Images were reconstructed using the nRecon program (Version: 1.7.1.0, Bruker) and analysis was performed using CTan (version 1.17.7.2, Bruker). Transverse cross-sectional images were analyzed to evaluate trabecular and cortical bone morphology. For trabecular analysis, a region of interest (ROI) was selected by contouring the boundary between trabecular and cortical bone throughout the vertebral body. The 3D datasets were assessed for bone volume fraction (BV/ TV), trabecular thickness (Tb. Th), trabecular number (Tb. N), and trabecular separation (Tb. Sp). For cortical bone analyses, 2D assessments were computed for cortical bone volume (BV), cross-sectional thickness (Cs.Th). Disc height and vertebral length were measured at three different points equidistant from the center of the bone on the sagittal plane and used to calculate Disc height index (DHI).

### Imaging FTIR spectroscopy and spectral clustering

5 μm deparaffinized sections of decalcified lumbar disc tissues (*n* = 3 disc/animal, 6 animals/genotype) were used to acquire FTIR spectral imaging data using Spectrum Spotlight 400 FTIR Imaging system (Perkin Elmer, Shelton, CT), operating in the mid-IR region of 4 000–850 cm^−1^ at a spectral resolution of 8 cm^−1^ and spatial resolution of 25 μm. Spectra were collected across the mid-IR region of three consecutive sections/disc to minimize section-based variation. Using the ISys Chemical Imaging Analysis software (v. 5.0.0.14) mean second derivative absorbances in the collagen side-chain vibration (1 338 cm^−1^) regions were quantified. The preprocessed spectra were used for K-means cluster analysis to define anatomical regions and tissue types within the tissue section spectral images, which represent collagen peak. Clustering images were obtained using Spectrum Image Software (LX108895).

### Tissue RNA isolation and microarray analysis

NP and AF tissues were dissected from control (*Sirt6*^*fl/fl*^) and *Sirt6*^cKO^ lumbar (L1-3) and caudal discs (Ca1-5). Pooled tissue from a single animal served as an individual sample. Samples were homogenized, and DNA-free, total RNA was extracted using the RNeasy® Mini kit (Qiagen). RNA with RIN > 4 was used for further microarray analysis. Fragmented biotin-labeled cDNA was synthesized using the GeneChip WT Plus kit according to the ABI protocol (Thermo Fisher). Gene chips (Mouse Clariom S) were hybridized with biotin-labeled cDNA, washed and stained with GeneChip hybridization wash and stain kit, and scanned on an Affymetrix Gene Chip Scanner 3000 7 G, using the Command Console Software. Quality Control of the experiment was performed in the Expression Console Software v 1.4.1. CHP files were generated by sst-rma normalization from Affymetrix .CEL files, using the Expression Console Software. Only protein-coding genes were included in the analyses. Detection above background higher than 50% was used for Significance Analysis of Microarrays (SAM), and the *P*-value was set at 5%. The array data is deposited in GEO repository (GSE276439).

### NP cell isolation and treatments

Primary NP cells from adult Sprague Dawley rats (3–6-month-old, Charles River), were isolated and cultured in antibiotic-supplemented DMEM and 10% FBS. To explore the role of SIRT6 in vitro, lentiviral particles containing Sh*Sirt6* clone #1 (RSH047819-LVRU6GP-a) and Sh*Sirt6* clone #2 (RSH047819-LVRU6GP-a) and Sh*Sirt6* clone #3 (RSH047819-LVRU6GP-a) and ShCtrl (CSHCTR001-LVRU6GP, St. Louis, MO, USA) were generated in HEK 293T cells using packaging plasmids PAX2, pRRE (#12260) and pMD2 (#12259) (Addgene, Cambridge, MA, USA) following standard protocol and stored in aliquots at −80 °C. Primary rat NP cells were transduced with viral particles (1:1 mixture of Sh*Sirt6* clones 1–3 or control) with 8 mg/ mL polybrene to generate *Sirt6*-KD and *Sirt6*-Ctrl cells respectively. Medium was replaced with fresh medium containing puromycin (3 μg/mL) and after 3 days of transduction cultured in hypoxia workstation (Invivo2 400; Baker Ruskinn, UK) with a mixture of 1% O2, 5% CO2, and 94% N2 for 24 h before protein extraction to confirm the *Sirt6*-knockdown.

### Immunoblotting

*Sirt6*-Ctrl, *Sirt6*-KD NP cells were lysed and 25–40 μg of total protein was electroblotted to NC/PVDF membranes (Amersham, GE, Burlington, MA, USA). The membranes were blocked and incubated overnight at 4 °C with antibodies against SIRT6 (D8D12), TXNIP (D5F3E) from Cell Signaling, and LC3 (NB100-2220, Novus). Immunolabeling was detected on the Azure 300 system using an ECL reagent (Azure biosystems, Dublin, CA) and densitometric analysis was performed using ImageJ software.

### Histone ELISA

Histone Modification Multiplex Assay kit (ab185910, Abcam) was used to quantify Histone 3 modifications including lysine acetylation and mono-di- and tri-methylation using histones isolated from *Sirt6*-Ctrl and *Sirt6*-KD cells according to the manufacturer’s instructions.

### RNA- and ATAC-sequencing

Total DNA-free RNA was extracted from *Sirt6*-Ctrl and *Sirt6*-KD rat NP cells using RNeasy mini columns (Qiagen) (*n* = 4 independent experiments). The extracted RNA with RIN > 7 was used for RNA sequencing. For ATAC-Sequencing, *Sirt6*-Ctrl and *Sirt6*-KD NP cells were trypsinized and collected by centrifugation at 600–800 × *g* for 5 min at 4 °C. Cells were resuspended in 500 μL cryopreservation medium containing 50% serum with 10% DMSO and cryopreserved in 2 mL cryopreservation tubes. Frozen cells were shipped to Azenta for ATAC-Sequencing. The sequencing experiments were performed by Azenta using their standard protocols. The data is deposited in GEO repository (GSE276440).

### Transcriptomic data analyses using CompBio tool

Significantly up- and downregulated DEGs (FC ≥ 1.5–1.75, *P* ≤ 0.05 or FDR < 0.05) were analyzed using the GTAC-CompBio Analysis Tool (PercayAI Inc., St. Louis, MO). CompBio uses an automated Biological Knowledge Generation Engine (BKGE) to extract all abstracts from PubMed that reference the input DEGs to identify relevant processes and pathways. Conditional probability analysis is used to compute the statistical enrichment score of biological concepts (processes/pathways) over those that occur by random sampling. The scores are then normalized for significance empirically over a large, randomized query group. The reported normalized enrichment scores (NEScore) represent the magnitude to which the concepts/themes are enriched above random, and an empirically derived *P*-value identifies the likelihood of achieving that NES by chance. The overall NEScore of ≥1.2 is used, resultant up- and downregulated thematic matrices are presented.

### Seahorse XF analysis

In brief, *Sirt6*-Ctrl, *Sirt6-*KD NP cells were plated in a 24-well Seahorse V7- PS test plate under hypoxia 24 h before the experiment. On the day of experiment, cells were washed three times with 700 μL of KRPH (Krebs Ringer Phosphate HEPES) and incubated with KRPH^+^ BSA for 1 h at 37 °C. Seahorse XFe24 flux analyzer (Agilent Technologies) was used to determine maximum glycolytic capacity and ATP production rate using methods reported by Mookerjee et al.^65^ Experimental design for ATP-consumption included sequential additions of 10 mmol/L glucose, 1 μmol/L rotenone plus 1 μmol/L myxothiazol, 2 ug/mL oligomycin. To measure glycolytic capacity, sequential additions of 10 mmol/L glucose, 1 μmol/L rotenone plus 1 μmol/L myxothiazol and 200 μmol/L monensin plus 1 μmol/L FCCP were performed. The normalized traces for oxygen consumption rate (OCR) and related extracellular acidification rate (ECAR) were used for calculating the experimental parameters.

### Immunofluorescence studies

*Sirt6*-Ctrl and *Sirt6*-KD NP cells were grown on poly-L lysine coated glass coverslips and fixed with ice-cold methanol for 15 min and blocked with 1% BSA for 1 h. Cells were incubated with anti-LC3 antibody (NB100-2220, Novus) in a blocking buffer at 1:200 at 4 °C overnight. After washing, cells were incubated with Alexa Flour 647 and mounted with ProLong Gold Antifade Mountant with DAPI. Cells were visualized using a Zeiss confocal microscope using 63× objective (CFI plan Apo Lambda 60×/1.40 oil). Staining was measured as area (pixel2 /cell) using ImageJ software (http://rsb.info.nih.gov/ij/).

### Statistics

All statistical analyses were performed using Prism7 or above (GraphPad, La Jolla). Since the unique interactions between genetic, biological, and biomechanical factors at individual spinal levels have been shown to produce different phenotypic outcomes, each disc was considered as an independent sample.^36,66,67^ Data are represented as box and whisker plots with median, and with minimum and maximum values. Data distribution was assessed with the normality tests, and the differences between the two groups were analyzed by unpaired *t*-test. The differences between the three groups were analyzed by ANOVA or Kruskal–Wallis for non-normally distributed data. A chi-square (χ2) or Fischer test as appropriate was used to analyze the differences between the distribution of percentages. *P* ≤ 0.05 was considered a statistically significant difference.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Figure 13

Supplementary Figure Legends

## Data Availability

RNA microarray and RNAseq data associated with this study are deposited in the GEO database with accession # GSE276439 and GSE276440. All datasets generated and analyzed during this study are included in this published article.

# Supplementary material for: Sirt6 deficiency promotes senescence and age-associated intervertebral disc degeneration in mice
**Source:** Bone Res. 2025 May 8;13:50. doi: 10.1038/s41413-025-00422-3

Suppl. Fig. 12

Downregulated in *Sirt6*<sup>cko</sup> (NP tissue) Vs. Downregulated in *Sirt6*<sup>cko</sup> (AF tissue)

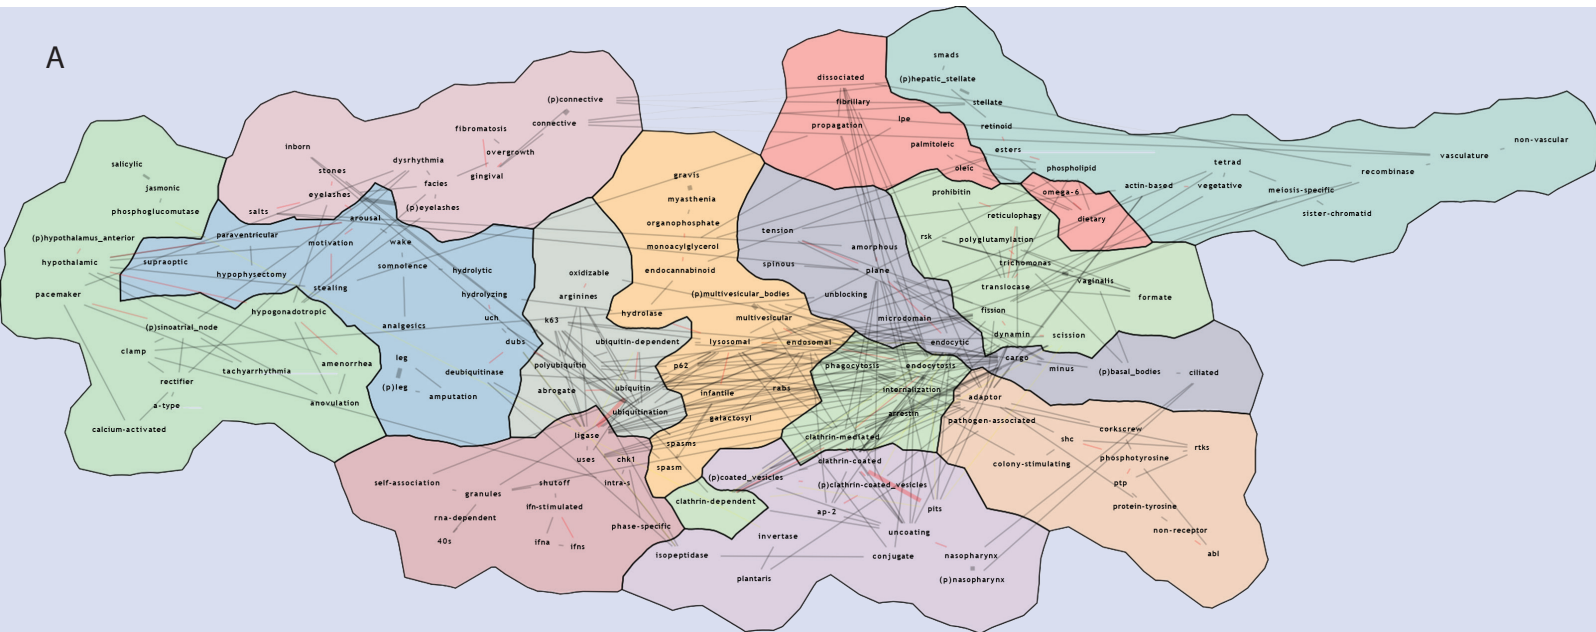

**Supplement:** Supplementary file 12 — Supplementary Figure 12

# Supplementary material for: Sirt6 deficiency promotes senescence and age-associated intervertebral disc degeneration in mice
**Source:** Bone Res. 2025 May 8;13:50. doi: 10.1038/s41413-025-00422-3
**Supplement:** Supplementary file 14 — Supplementary Figure Legends

**Supplemental Figure Legends:**

**Supplementary Figure 1:** (A) Representative images of Safranin-O/Fast Green staining of *Sirt6*^cKO^ and *Sirt6*^fl/fl^ caudal discs at 12 months and 24 months. Scale bar = 200 μm. (B-C) Distribution and Average Modified Thompson Grades of caudal discs of *Sirt6*^cKO^ and *Sirt6*^fl/fl^ at (B) 12 months and (C) 24 months. N = 3-6 mice/genotype, 3-4 discs/animal. (D) Age dependency of Modified Thompson Grades for NP and AF. (E) ORS Spine Section Grading scores for endplates of *Sirt6*^cKO^ and *Sirt6*^fl/fl^ caudal discs at 12 and 24 months. N = 4-6 animals/genotype and 3-4 levels/animal. Statistical difference between grade distributions was tested using chi-square test, all other quantitative data was compared using unpaired t-test, *p < 0.05.

**Supplementary Figure 2:** Representative μCT reconstructions showing (A-B) transverse section through lumbar vertebra and (C-D) lumbar motion segment in 12M and 24M old *Sirt6*^fl/fl^ and *Sirt6*^cKO^ mice. (E) Trabecular bone properties, BV/TV, Tb. Th. (trabecular thickness), Tb. N. (trabecular number), Trab. Sp. (trabecular separation) (F) Cortical bone properties of Cs. Th. (cross-sectional thickness) and closed porosity are shown. Statistical difference between groups was tested using unpaired t-test, *p < 0.05.

**Suppl. Figure 3:** (A) Representative polarized images of Picrosirius Red-stained lumbar disc sections and (B) quantification of collagen fibers from 12 and 24M *Sirt6*^fl/fl^ and *Sirt6*^cKO^ mouse discs. n= 4-6 animals/genotype and 3-4 discs/animal. Scale bar= 200 μM. (C) Quantification of NP compartment fibrosis. (D) Spectral cluster analysis images of 12 M and 24 M discs (scale bar = 200 μm). IVD n=4-6 animals/genotype and 3-4 discs/animal. Scale bar=200uM. (E) Average superimposed second derivative spectra, inverted for positive visualization of the NP and AF of 12M and 24M old mice. (F, G) quantification of mean second derivative peaks for 12M (F) and 24M (G). Significance for quantitative measures was determined by using an unpaired *t*-test with Mann–Whitney test or Welch’s correction, as appropriate. Quantitative measurements represent the median with the interquartile range.

**Supplementary Figure 4**: Microarray analysis of AF tissue transcripts from *Sirt6*^fl/fl^ and *Sirt6*^cKO^ represented as (A) Three-dimensional Principal component analysis (PCA) showing discrete clustering of based on genotype (*n* = 4 mice/genotype, 5-6 pooled discs/animal) (B) Heat map and hierarchical clustering of Z-score of differentially expressed genes (DEGs) between *Sirt6^fl^*^/fl^ and *Sirt6*^cKO^ (*p* ≤ 0.05, FC≥1.75). (C) Volcano plot of DEGs in the AF showing *p*-value *versus* magnitude of change (fold change).  (D) CompBIO analysis of Upregulated DEGs in AF tissue of 24M *Sirt6*^cKO^ represented in a ball and stick model. The enrichment of themes is shown by the size of the ball and connectedness is shown based on thickness of the lines between them. Themes of interest are colored, and superclusters comprised of related themes are highlighted. (E) Top thematic DEGs plotted based on CompBio entity enrichment score.

**Supplementary Figure 5**: (A) CompBIO analysis of downregulated DEGs in AF tissue of from 24M *Sirt6*^cKO^ mice represented as a ball and stick model (FC>1.75, p>0.05). n=4 mice/genotype 5-6 pooled discs/animal. The enrichment of themes is shown by the size of the ball and connectedness is shown based on thickness of the lines between them. Themes of interest are colored, and superclusters comprised of related themes are highlighted. (B) Top thematic DEGs plotted based on CompBio entity enrichment score.

**Supplementary Figure 6:** (A) Quantitative ELISA showing Histone 3 modifications in *Sirt6*-KD compared to *Sirt6*-Ctrl NP cells (n=3 independent experiments). Significance for quantitative measures was determined by using an unpaired *t*-test.

**Supplementary Figure 7:** (A) Compbio analysis for downregulated DEGs from RNAseq analysis of *Sirt6*-KD Vs. *Sirt6*-Ctrl NP cells (FC>1.5, FDR<0.05), represented as a ball and stick model. The enrichment of themes is shown by the size of the ball and connectedness is shown based on thickness of the lines between them. Themes of interest are colored, and superclusters comprised of related themes are highlighted. (B) Top thematic DEGs plotted based on CompBio entity enrichment score.

**Supplementary Figure 8**: Territorial maps of CompBio Assertion engine analysis showing shared themes between upregulated DEGs from NP tissues of *Sirt6^cKO^* vs *Sirt6*-KD NP cells, p>0.05.

**Supplementary Figure 9:** Territorial maps of CompBio Assertion engine analysis showing shared themes between downregulated DEGs from NP tissues of *Sirt6*^cKO^ vs *Sirt6*-KD NP cells, p>0.05.

**Supplementary Figure 10**: (A) 2-Deoxyglucose (2-DG) uptake in *Sirt6*-Ctrl Vs. Sirt6-KD NP cells for 24 hours. (B-D) OCR and ECAR traces in *Sirt6*-Ctrl Vs. Sirt6-KD NP cells for 24-hour to assess ATP production rate. (E-G) OCR and ECAR traces in *Sirt6*-Ctrl Vs. *Sirt6*-KD NP cells for 24-hour to assess proton production rate.

**Supplementary Figure 11**: (A) Territorial maps of CompBio Assertion engine analysis showing shared themes between upregulated DEGs from NP vs. AF tissues of *Sirt6^cKO^*, p>0.05.

**Supplementary Figure 12**: (A) Territorial maps of CompBio Assertion engine analysis showing shared themes between downregulated DEGs from NP vs. AF tissues of *Sirt6^cKO^*, p>0.05.

**Supplementary Figure 13**: (A) Representative immunofluorescence images and (B) quantitative analysis of SASP markers IL-1β, MCP1, and p19. n= 5-8 animals/genotype, 1-3 discs/mouse. Scale bar = 50 μM (C) Representative images of Sudan Black staining of intervertebral discs show increased Lipofuscin accumulation in *Sirt6*^cKO^ compared to *Sirt6*^fl/fl^.

How the deposited data were processed for this re-analysis (not part of the article)

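Primary rat NP cells transduced with ShSirt6 (Sirt6-KD, 4 libraries) or a control ShRNA (Sirt6-Ctrl, 4 libraries) were profiled by RNA-seq. The paper states that RNA from independent experiments was sequenced by Azenta with standard protocols. Its text names no aligner, counting tool, genome build, differential expression test or spike-ins. The authors deposited raw counts per Ensembl gene and per ERCC spike-in, without normalization, in 32975 rows. The authors also deposited a table of their own comparison, which gives for each gene a log2 fold change of Sirt6-KD over Sirt6-Ctrl. That deposited table also gives a p-value and an adjusted p-value for each gene, by a test that the paper's text does not name. It further holds the normalized signal of each library, which the authors made by dividing the raw counts by 1 size factor per library. It holds 13612 rows, which are the rows whose 8 raw counts sum to more than 80. Gene names were taken from that table, and 72 of the rows tested had none.

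All values in the passages were computed from the raw counts, unless given as the authors' own. The authors' table was used for gene names and for comparison with their calls. Groups were taken from the sample labels. The series record describes cells of 4 rats and a control for each knockdown. The labels and the count columns carry no rat number shared between the groups, so no pairing was used, and all calls and non-calls rest on an unpaired test. Rows with low counts were removed with the default filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 13313 rows, of which 63 were spike-ins. Libraries were normalized by TMM and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over all rows tested. A gene was called at an adjusted p below 0.05 and a fold change above 1.5, the thresholds of the paper's figure legends. Levels are TMM-normalized CPM with the SD over 4 libraries. Where every library of a group had at most 3 counts, the fold change is given as a lower bound against 3 counts.

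The 16 gene sets were written from general knowledge before the data were examined, because CompBio could not be run. They were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 16 sets. The principal component analysis used log2 CPM with a prior count of 2 over the 500 most variable genes, centred and not scaled. Single measures of the libraries were compared by exact two-sided permutation tests, whose smallest p for 4 libraries against 4 is 0.0286.

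The genes named were fixed by a rule before the data were examined. They are the genes the paper names or prints for the RNA-seq, Sirt6, Txnip and the genes of the proteins in Fig. 7 and Fig. S13, the 5 called genes of each direction with the smallest p and the 5 with the largest fold change among those whose groups did not overlap, and called members of the gene sets. Which of these set members to name was chosen after their values were seen. Not every gene that this rule covers is reported here.

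The depth was 31994838 to 40124813 counts per library, and 3 counts correspond to 0.0727 to 0.0928 CPM. Reads without molecular identifiers are not independent molecules, so these floors cover counting error only. Counts were simulated with 200 of 13313 rows changed, each row drawn independently with edgeR's own dispersions. There edgeR called 98 of the changed genes with 6 false calls among 104. DESeq2 1.42.0 called 120 with 41 false calls among 161, and limma-voom 90 with 4 false calls among 94. Far more genes, 2479, were called in the data, so these shares of false calls do not carry over to them. Camera gave a p of 2.75e-39 for a simulated set shifted by 1 (log2) and 0.746 for the same set without the shift.

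The alternatives were other filters, normalizations, tests and thresholds, each library left out in turn, other tests of the gene sets and other settings of the principal component analysis. After the data were seen, 4 more were added: removing the spike-in rows, scaling each library by its spike-in counts, leaving out the 2 Sirt6-Ctrl libraries with the highest spike-in share, and a loess correction (span 0.5) of each library for gene length. Gene length was the span of the gene on the GRCr8 assembly, introns included, matched by gene symbol for 89.8% of the genes tested. The ATAC-seq data and the arrays of mouse tissue were not analysed here. Pappa, Egflam and Il1b were not analysed here, since the names in the table held no row for them.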

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

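The tests of the spike-in share and of the proliferation and p53 target sets below were chosen only after these results were seen. Of 286 groups of 4 libraries examined for the genes named, 22 held a library whose gap to the nearest other library was above the critical share of the group's range (Dixon's test), where chance gives about 1 in 20, or 14. In Sirt6-Ctrl, S4 was the highest for Csf1 (0.942 of the range), Ccl2 (0.838), and Dsg3, LOC100359752 and Slitrk2 (each 1), and the lowest for Cxcr4 (0.864). S1 was the highest for Comp (0.901) and Mmp1 (1) and the lowest for Prkdc (0.923). S2 was the highest for Tdg (0.884) and the lowest for Gja4 (0.861), and S3 was the highest for Nav1 (0.861). In Sirt6-KD, S7 was the lowest for Fmod (0.97), Hmga2 (0.849) and Fen1 (0.869) and the highest for Lif (0.901). S8 was the lowest for Eda (0.886), Pfkp (0.855) and Pfkfb3 (0.9) and the highest for Map1lc3b (0.871), and S5 was the lowest for Cpxm2 (0.868) and Dennd1b (0.881). The ratio of 1 for Mmp1, LOC100359752 and Slitrk2 comes from a single read in 1 Sirt6-Ctrl library. No explanation of these single libraries was tested.

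The spike-ins, which the paper does not report on, were a larger share of the counts in every Sirt6-Ctrl library than in every Sirt6-KD library. In the TMM-normalized fit, 61 of the 63 spike-in rows tested were lower in Sirt6-KD, 34 of the 63 had an adjusted p below 0.05 (edgeR), and the median log2 fold change was -1.43. Library size did not differ between the groups (exact permutation test, p = 0.257), so total counts show no such difference. The number of genes with at least 10 counts did not fall significantly with the spike-in share over the 8 libraries by rank (Spearman's rho = -0.548, exact permutation p = 0.171), while Pearson's r was -0.947 (exact permutation p = 0.00957). Without the 2 libraries farthest from the median share, r was 0.114, so the relation rests on S1 and S2, and less varied libraries remain possible for those. If equal amounts of spike-in were added to equal numbers of cells, the shares could reflect less RNA per sample in Sirt6-Ctrl, but the amounts are not stated in the paper's text. A difference in RNA per cell cannot be told apart from a difference in how much spike-in each sample received.

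The proliferation gene set, which the paper does not discuss for these cells, had a median log2 fold change of 0.553 (camera adjusted p = 0.00493, 91 genes), with 10 genes called higher, among them Mki67 (log2 fold change 1.79, edgeR adjusted p = 0.0199), and 6 lower. The p53 target set fell by 0.303, while 0.698 was its median under spike-in scaling (-0.25 relative to the median of all genes). Without S1 and S2 the proliferation set was at 0.18 and still passed (camera adjusted p = 0.0211, with a range from 9.44e-05 to 0.458 over the alternatives), while the p53 target set was at -0.159 and did not (0.189, with a range from 0.00768 to 0.458). After the correction for gene length the p53 target set was at -0.308, but its value relative to the median of all genes went from -0.29 to -0.17 and it no longer passed (camera adjusted p = 0.171), so a bias by gene length could account for part of its fall. The proliferation set was at 0.54 after it, or 0.68 relative to that median against 0.57 before, and passed (camera adjusted p = 0.000323). The level of the proliferation set was about as high in S4 as in Sirt6-KD (mean set score 3.54 against 3.53 to 3.66; exact permutation test, p = 0.0571). A hypothesis is that Sirt6-KD cultures may have held more dividing cells than the Sirt6-Ctrl cultures. A difference in culture state of S1 and S2, whose scores were 2.38 and 2.03, could account for part of the rise.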

How the results depend on the processing

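Of the alternatives, 4 were added after seeing the data: removing spike-in rows, spike-in scaling, leaving out S1 and S2, the Sirt6-Ctrl libraries with the highest spike-in share, and the correction for gene length. No paired analysis was run, because the labels and count columns carry no rat number shared between the groups. The planned replicate block was therefore left out, although the series record describes 4 rats and a control for each knockdown. A pairing by the order of the libraries was not tried. Genes not called, such as Mmp13 and Hgf, were not called in an unpaired test, and whether a paired test would call them is open. The cause of each change below was not tested.

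The number of genes called higher was 1063, and 1606 with DESeq2, 562 at a fold change above 2, 92 with glmTreat against a fold change of 1.5, 645 after length correction and 20 with spike-in scaling. The number called lower was 1416, and 1734 with DESeq2, 585 at a fold change above 2 and 185 with glmTreat. It was 1670 after length correction, 4 with spike-in scaling and 709 without S1 and S2. Over the 8 fits that each left out 1 library, 445 to 1699 genes were called higher and 700 to 1913 lower. Higher genes were 42.9% of those called, 83.3% with spike-in scaling, 27.9% after length correction and 53.3% without S1 and S2. Of the 2479 genes called, 1257 (50.7%) were also called without S1 and S2.

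With spike-in scaling, 3 of the Fig. 5d genes, 2 of the Fig. 6 genes printed as upregulated and 1 of those printed as downregulated were called. Leaving out 1 library gave 24 to 45, 8 to 16 and 4 to 9.

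Spike-in scaling raised the median of all genes to 0.94, and reversed the medians of fatty acid synthesis (0.62), autophagy (0.93), cartilage and bone matrix (0.10), paraxial mesoderm (0.74), p53 targets (0.70), interferon-stimulated genes (0.83) and ribosomal proteins (0.95). Relative to that median, those of the first 6 were -0.33, -0.011, -0.85, -0.21, -0.25 and -0.12, and that of ribosomal proteins 0.007. Under it, paraxial mesoderm passed as lower than other genes and ribosomal proteins as higher (camera adjusted p = 0.0144 and 0.0299, with ranges over alternatives from 0.0144 to 0.907 and from 0.000227 to 0.812). It also reversed the log2 fold changes of Cdh20 (0.036), Txnip (0.70), Cdkn2a (0.066), Tgfb1 (0.63), Map1lc3a (0.26), Mdm2 (0.48), Tdg (0.18), Fen1 (0.13), Ercc3 (0.11), H2afx (0.20), Ldhb (0.42), Atg16l1 (0.043), Gabarapl2 (0.13), Sqstm1 (0.38) and Lamp1 (0.26), all below that median. Without S1 and S2, interferon-stimulated genes reversed to 0.014 and ribosomal proteins to 0.26, where they passed as higher (camera adjusted p = 0.000227), and p53 targets (-0.16) no longer passed. After length correction the median of all genes was -0.14. The sign of DNA repair (-0.12, and 0.022 relative to that median), nucleus pulposus markers (-0.10, and 0.047 relative to it) and Txnip (0.045, and 0.19 relative to it) reversed, p53 targets (-0.31) no longer passed, and autophagy (-0.36) and leukocyte markers (0.56) passed.

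With camera's correlation estimated from the data, glycolysis (0.39), SASP (1.03), cartilage and bone matrix (-0.70), TGF-β and BMP signaling (0.34), proliferation (0.55) and p53 targets (-0.30) no longer passed. With fry, autophagy (-0.069) and leukocyte markers (0.66) passed and proliferation (0.55) did not. Without a filter, autophagy (-0.031) and leukocyte markers (0.88) passed, and with at least 10 counts in every library p53 targets (-0.26) did not. Without S4, autophagy (-0.098) and ribosomal proteins (-0.38) passed as lower, leukocyte markers passed without S1 (1.07), S4 (0.99) or S7 (0.86), and p53 targets (-0.23) did not pass without S2. Leaving out 1 library gave medians of -0.10 to 0.0092 for autophagy, -0.42 to -0.21 for p53 targets, 0.58 to 1.07 for leukocyte markers and -0.38 to 0.0545 for ribosomal proteins. It gave log2 fold changes of -0.049 to 0.26 for Bet1 and -0.61 to 0.37 for Txnip.

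PC1 held 77.6% with rlog values and 43.5% with a prior count of 0.5, and 48.9% to 63.3% with 1 library left out. Over all settings, 1836 values of named genes kept direction and side of the threshold, 295 lost the threshold and 43 passed it newly. The count filter removed Csf2, Mmp12, Six3, Fbxo47, Tbx4, Enho and Angptl7, so the main fit did not test them.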

Differences from the paper's values

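PC1 held 53.6% of the variance, against the paper's value of about 81% in Fig. 5a, read by eye. Among the alternatives set before the data were examined, DESeq2's rlog values (77.6%) and leaving out S1 (63.3%), S3 (60.4%), S4 (62.3%), S5 (55.2%) or S6 (55.2%) brought it within 1.5 times of the paper's value. All filtered genes (50.9%), genes scaled to unit variance (53.5%), a prior count of 0.5 (43.5%) and leaving out S2 (48.9%), S7 (53.5%) or S8 (53.4%) did not.

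The paper lists DNA damage repair among the clusters that went down in Sirt6-KD cells. That cluster came from CompBio analysis of the genes called lower, which was not run here. A median over a whole gene set is another measure, and cannot contradict a cluster drawn from the lower genes alone. The DNA repair set had a median log2 fold change of 0.042, with 4 genes called lower and 5 higher. No alternative gave a median that fell and passed; after the correction for gene length, chosen after seeing the values, it was -0.12 (0.022 relative to the median of all genes) and did not pass. The paper lists Bet1 among the genes that went up. Bet1 had a log2 fold change of 0.12 (edgeR adjusted p = 0.711) and was called under none of the alternatives. The authors' deposited table did not call it either, with 0.14 (adjusted p = 0.702 by their test, which is not named). The difference is therefore between the paper's text and its own table.

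The paper also prints as changed the following genes, which were not called here and were called under other settings. All of them passed the same thresholds in the authors' deposited table. Of the 1512 higher and 1676 lower genes in that table, DESeq2 called 1493 and 1675, and the main edgeR fit 1057 and 1382. Apart from Dock4, which DESeq2 did not call, these non-calls thus went with the test and filter used here. Dock4 was called with limma-voom, without S2, without S3 and, chosen after seeing the values, without both S1 and S2. Cdh20 was called with DESeq2, without S3 and, chosen after seeing the values, after the correction for gene length. Mmp13 was called with DESeq2, without a filter, with at least 10 counts in every library, without S3 and without S8. DESeq2 called Hgf, Cxcr4, Il33, Adamts8, Dennd1b, Eda, Msx1, Foxn1, Gja4 and Arhgap6. Limma-voom also called Cxcr4, Adamts8, Dennd1b, Eda and Foxn1, and at least 10 counts in every library also called Dennd1b and Msx1. Leaving out S3 also called Hgf, Il33, Adamts8 and Dennd1b, leaving out S4 also called Cxcr4, Msx1, Foxn1 and Arhgap6, and leaving out S2 also called Msx1 and Gja4. Of the alternatives chosen after seeing the values, leaving out S1 and S2 also called Adamts8, and the correction for gene length also called Msx1. Csf2, Mmp12, Six3, Fbxo47, Tbx4, Enho and Angptl7 were below the count filter. DESeq2 called all of these, and edgeR without a filter called Csf2, Mmp12, Fbxo47, Tbx4 and Enho.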

Other observations

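The tests of gene length and of the libraries with the highest spike-in share were chosen only after the results were seen. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes, which was the real one. Each of the others gave 0 called genes, with 32 to 2651 genes at an unadjusted p below 0.05, against 4846 for the real split. Total counts did not separate the groups (exact permutation test, p = 0.257). Interferon-stimulated genes, which a stronger response to the viral vectors in 1 group would raise there, did not differ as a set (camera adjusted p = 0.707, with a range from 0.117 to 0.915 over the alternatives). Both groups were transduced, so a response shared by both was not tested. After the correction for gene length, 71.3% of the called genes were still called in the same direction, 1182 of the 1416 lower and 585 of the 1063 higher, so a bias by gene length could account for part of the calls, and for more of the higher ones. Log2 fold changes were related to gene length across genes, which are not independent replicates (Spearman's rho = 0.34 over 11835 genes). The relation was also present between S3 and S4 and the Sirt6-Ctrl libraries with the highest spike-in share, S1 and S2 (rho = 0.30), and between Sirt6-KD and S3 and S4 (rho = 0.24). Without S1 and S2, 100% of the called genes had the same direction, but that share was fixed in advance for 2288 of the 2479 genes, whose groups did not overlap. All of the other 191 genes, whose groups overlapped, also kept their direction. With S3 and S4 as the only controls, 1257 of the 2479 genes (50.7%) were still called, so those calls did not rest on S1 and S2. For the rest, the effect of S1 and S2 was not separated from that of testing fewer libraries.

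Evi2b, a gene of blood cells, had reads in every Sirt6-KD library and in no Sirt6-Ctrl library. The 8 leukocyte markers tested other than Evi2b and its neighbor in name, Evi2a, had a median log2 fold change of 0.168 and did not rise as a set (camera adjusted p = 0.449). With Evi2b and Evi2a included, the 10 markers had a median of 0.66 (camera adjusted p = 0.0976, with a range from 0.0109 to 0.621 over the alternatives). This set holds Evi2b, the gene that raised the question, so its range cannot decide it. The 8 other markers were tested under the main setting only, so leukocytes in the cultures are not ruled out.

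Genes of proteins that the paper measured had the following values in RNA. Txnip had a log2 fold change of -0.14 (standard error 0.45, edgeR adjusted p = 0.85), Il6 one of 0.54 (standard error 0.37, adjusted p = 0.32), Tgfb1 one of -0.39 (standard error 0.18, adjusted p = 0.136) and Ccl2 one of 0.67 (standard error 0.51, adjusted p = 0.371), all from an unpaired test. The value for Ccl2 depended on S4, the highest Sirt6-Ctrl library, without which it was 1.67 (adjusted p = 0.00224, with a range from 0.00224 to 0.915 over the alternatives). Without S3, Tgfb1 was -0.53 (adjusted p = 0.0207, with a range from 0.0207 to 0.375). The sign for Txnip and Tgfb1 was positive with spike-in scaling, and negative relative to the median of all genes. Txnip was also positive without S4 (0.37), without S7 (0.021) and after the correction for gene length (0.045). Map1lc3a fell by 0.90 (standard error 0.24, edgeR adjusted p = 0.0248), and was 0.26 with spike-in scaling.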
